# Protective Role of Interleukin-10 in Ozone-Induced Pulmonary Inflammation

**DOI:** 10.1289/ehp.1002182

**Published:** 2010-09-08

**Authors:** Gillian S. Backus, Reuben Howden, Jennifer Fostel, Alison K. Bauer, Hye-Youn Cho, Jacqui Marzec, David B. Peden, Steven R. Kleeberger

**Keywords:** air pollution, gene array, IL-10, inflammation, lung, ozone, pulmonary

## Abstract

**Background:**

The mechanisms underlying ozone (O_3_)-induced pulmonary inflammation remain unclear. Interleukin-10 (IL-10) is an anti-inflammatory cytokine that is known to inhibit inflammatory mediators.

**Objectives:**

We investigated the molecular mechanisms underlying interleuken-10 (IL-10)–mediated attenuation of O_3_-induced pulmonary inflammation in mice.

**Methods:**

*Il10*-deficient (*Il10*^−/−^) and wild-type (*Il10*^+/+^) mice were exposed to 0.3 ppm O_3_ or filtered air for 24, 48, or 72 hr. Immediately after exposure, differential cell counts and total protein (a marker of lung permeability) were assessed from bronchoalveolar lavage fluid (BALF). mRNA and protein levels of cellular mediators were determined from lung homogenates. We also used global mRNA expression analyses of lung tissue with Ingenuity Pathway Analysis to identify patterns of gene expression through which IL-10 modifies O_3_-induced inflammation.

**Results:**

Mean numbers of BALF polymorphonuclear leukocytes (PMNs) were significantly greater in *Il10*^−/−^ mice than in *Il10*^+/+^ mice after exposure to O_3_ at all time points tested. O_3_-enhanced nuclear NF-κB translocation was elevated in the lungs of *Il10*^−/−^ compared with *Il10*^+/+^ mice. Gene expression analyses revealed several IL-10–dependent and O_3_-dependent mediators, including macrophage inflammatory protein 2, cathepsin E, and serum amyloid A3.

**Conclusions:**

Results indicate that IL-10 protects against O_3_-induced pulmonary neutrophilic inflammation and cell proliferation. Moreover, gene expression analyses identified three response pathways and several genetic targets through which IL-10 may modulate the innate and adaptive immune response. These novel mechanisms of protection against the pathogenesis of O_3_-induced pulmonary inflammation may also provide potential therapeutic targets to protect susceptible individuals.

Ozone (O_3_) is the most toxic oxidant gas in air pollution mixtures and has been associated with numerous health effects, including airway inflammation and hyperreactivity (Plopper et al. 1998; Toward and Broadley 2002), exacerbation of asthma (McConnell et al. 2002; Neuhaus-Steinmetz et al. 2000), and increased mortality and morbidity (Jerrett et al. 2009). O_3_-induced lung inflammation is characterized by polymorphonuclear leukocyte (PMN) infiltration (Mudway and Kelly 2000) and release of a number of proinflammatory cytokines, such as tumor necrosis factor-α (TNF-α) (Bhalla et al. 2002; Cho et al. 2001), interleukin-6 (IL-6) (Johnston et al. 2005), and the PMN chemoattractant macrophage inflammatory protein 2 (MIP-2) (Driscoll et al. 1993). O_3_ causes upregulation of inducible nitric oxide synthase (iNOS), which further contributes to lung injury (Fakhrzadeh et al. 2002; Inoue et al. 2000; Kleeberger et al. 2001). Lung injury after O_3_ exposure may directly or indirectly affect adaptive immune responses such as T-cell proliferation (Jakab et al. 1995), response to allergen (Depuydt et al. 2002), and upregulation of costimulatory molecules such as cellular differentiation factor 86 (CD86, B7.2) that contribute to T-cell activation (Koike et al. 2001).

Interleuken (IL)-10 is a pleiotropic cytokine that is produced by activated monocytes, macrophages, and helper T-cells, and B-cells. IL-10 reduces TNF-α and IL-6 production (Lang et al. 2002), and inhibits MIP-2 (Standiford et al. 1995). Previously, Reinhart et al. (1999) showed that intratracheal instillation of recombinant IL-10 in Sprague-Dawley rats before O_3_ exposure significantly reduced O_3_-induced PMN infiltration and pulmonary hyperpermeability responses [fibronectin, albumin, bronchoalveolar lavage fluid (BALF) protein]. However, the relationship between IL-10 and other inflammatory mediators and downstream molecular events has not been investigated. IL-10 inhibits inflammation by suppressing macrophage CD86 expression leading to anergic T-cells in a schistosomiasis model (Ding et al. 1993; Flores Villanueva et al. 1994). IL-10 also inhibits iNOS production in macrophages (Cunha et al. 1992) and blocks nuclear factor-κB (NF-κB) activation (Saadane et al. 2005). Tyrosine phosphorylation of the intracellular domains of the IL-10 receptor is known to activate the signaling transducer and activator of transcription-3 (STAT3) pathway (Donnelly et al. 1999). Tarzi et al. (2006) observed that peptide immunotherapy caused induction of IL-10 and suppressor of cytokine signaling 3 (SOCS3) in a bee venom model, and Gao and Ward (2007) has implicated SOCS3 in inflammatory diseases.

Polymorphisms in the human *IL10* gene have been associated with the development of asthma (Chatterjee et al. 2005) and lipopolysaccharide (LPS) sensitivity (Schippers et al. 2005). The functional role of pulmonary IL-10 has been studied in experimental animals in response to LPS (Standiford et al. 1995), silica (Huaux et al. 1998), and infectious organisms (Higgins et al. 2003) and as a key mediator in allergy (Akdis et al. 2001) and cystic fibrosis (Saadane et al. 2005). However, the role of IL-10 in O_3_-induced lung inflammation and its underlying mechanism has not been sufficiently studied.

In this study, we tested the hypothesis that targeted deletion of *Il10* in mice would enhance O_3_-induced pulmonary inflammation via modulation of expression of inflammatory mediators CD86 and MIP-2 and nuclear transcription factors NF-κB and STAT3. We compared O_3_-induced alterations in pulmonary injury phenotypes and putative downstream molecular events between *Il10*-sufficient (*Il10*^+/+^) and *Il10*-deficient (*Il10*^−/−^) mice. We also used global mRNA expression analyses of lung tissue to identify patterns of gene expression that are modulated by IL-10 after exposure to O_3_. Enhanced O_3_-induced inflammation phenotypes in *Il10*^−/−^ mice compared with *Il10*^+/+^ mice were consistent with a protective role for IL-10. Microarray and pathway analyses identified significant differences in inflammatory mediator expression between *Il10*^+/+^ and *Il10*^−/−^ mice in response to O_3_ and suggested novel genetic targets [e.g., cathepsin E (*Ctse*) and serum amyloid A3 (*Saa3*)] affiliated with *Il10* expression and response to environmental oxidant exposure.

## Materials and Methods

### Animals

We purchased male *Il10*^+/+^ (C57BL/6) and *Il10*^−/−^ (B6.129P2-*Il10^tm1Cgn^*/J) mice (6–8 weeks) from Jackson Laboratories (Bar Harbor, ME). We provided mice with water and pelleted open-formula rodent diet NIH-31 (Zeigler Brothers, Gardners, PA) ad libitum. All experimental procedures were conducted in accordance with approved guidelines from the National Institutes of Health (Institute of Laboratory Animal Resources 1996) and the American Physiological Society (2002). Animals were treated humanely and with regard for alleviation of suffering.

### O_3_ exposure

We placed mice in individual stainless steel wire cages within a Hazelton 1000 chamber (Lab Products, Maywood, NJ) equipped with a charcoal and high-efficiency particulate air–filtered air supply. We exposed mice to 0.3 ppm O_3_ or filtered air for 24, 48, or 72 hr (23.5 hr/day) as described previously (Cho et al. 2007).

### Necropsy and BALF analyses

We euthanized mice (intraperitoneal sodium pentobarbital, 104 mg/kg) immediately after exposure. We lavaged the right lung with Hanks’ balanced salt solution and processed the lung for cell and total protein (a marker of lung permeability) analyses following Cho et al. (2001). The left lung was snap-frozen in liquid nitrogen for molecular analyses.

### Histological analysis

We inflated lavaged right lungs with 10% formalin, removed en bloc, and immersed the lungs in 10% formalin. Details of histological analyses are in the Supplemental Material (doi:10.1289/ehp.1002182). Immunohistological staining was done using a specific antibody against Ki-67 (ab15580; Abcam, Cambridge, MA); we followed the procedures outlined by Cho et al. (2007).

### Real-time quantitative reverse-transcriptase polymerase chain reaction

We isolated total RNA from left lung homogenates using the RNeasy Midi Kit (Qiagen Inc., Valencia, CA) following the manufacturer’s instructions and as described by Cho et al. (2007). Details of quantitative reverse-transcriptase polymerase chain reaction (RT-PCR) procedures are outlined in the Supplemental Material (doi:10.1289/ehp.1002182).

### Western blot analysis

We prepared total lung protein in RIPA buffer containing protease and phosphatase inhibitors. Details of Western blot procedures and analyses are presented in the Supplemental Material (doi:10.1289/ehp.1002182).

### Enzyme-linked immunosorbant assay for MIP-2 and NF-κB subunit, p65

We used 50 μL BALF from each mouse for enzyme-linked immunosorbant assay (ELISA). The procedures were performed following manufacturer’s instructions (R&D Systems, Minneapolis, MN). Processing and analysis procedures are detailed in the Supplemental Material (doi:10.1289/ehp.1002182).

### Nuclear protein isolation and electrophoretic mobility shift assay for NF-κB

We prepared nuclear extracts from right lung lobes using a Nuclear Extraction Kit (Active Motif, Carlsbad, CA). Details of the electrophoretic mobility shift assay (EMSA) procedures are in the Supplemental Material (doi:10.1289/ehp.1002182).

### Gene array analysis

#### RNA isolation and Affymetrix GeneChip hybridization

We isolated total RNA from left lung lobes, and the RNA was used after passing quality testing using an Agilent Bioanalyzer 2100 (Agilent Technologies, Inc., Santa Clara, CA, USA). For each treatment group, we performed GeneChip analysis (Affymetrix, Santa Clara, CA) analyses in duplicate (air controls) or triplicate (O_3_ exposed). Further details of RNA processing and hybridization are in the Supplemental Material (doi:10.1289/ehp.1002182).

#### Data analysis

We normalized and summarized the resulting files (in CEL format) with the Robust Multichip Average method using RMAExpress (http://rmaexpress.bmbolstad.com/). We exported log2 values for analysis using the Spotfire DecisionSite (TIBCO Spotfire, Somerville, MA). Hierarchical clustering identified one outlier, a sample from an *Il10*^−/−^ mouse exposed to O_3_ for 24 hr, which was not included in subsequent analysis. 

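On 1 of the 3 arrays of Il10-/- mice exposed to O3 for 24 hr, replicate 2, genes of lung epithelium were low and genes of lymphocytes, red blood cells and dividing cells were high. All 10 measured markers of alveolar type 2 cells, which make surfactant, were lower there than the mean of the other 2 arrays of the group by over 1 on the log2 scale, with a median difference of -7.69. The surfactant genes Sftpb and Sftpc had log2 values of 5.19 and 6.36 on this array. On the other 25 arrays they lay between 13.19 and 13.65 and between 14.29 and 14.48. The 9 markers of club cells, secretory cells of the airway, had a median difference of -6.76, and the 12 endothelial markers one of -2.47. Of 14 B cell markers, 13 were higher by over 1, with a median difference of 4.73, and Cd79a, part of the B cell receptor, had a value of 12.23 against 6.19 to 9.56 on the other 25 arrays. Of 16 T cell markers, 14 were higher by over 1, with a median difference of 3.05. Of 14 genes of MHC class II antigen presentation, 12 were higher by over 1, with a median difference of 1.61, and of 4 red blood cell genes 3 were, with a median difference of 3.11. Of 47 genes of DNA replication and cell division, 46 were higher by over 1, with a median difference of 3.27. These are values of 1 array and carry no test. Across all probe sets, which are not independent replicates, Pearson's r of this array with any other lay between 0.847 and 0.879, and the lowest r among the other 25 arrays was 0.9645. In average-linkage clustering on 1 minus r, this array joined the rest at a height of 0.134 and the next highest array joined at 0.0230. The paper's text does not name the array that was left out. Replicate 2 was therefore left out in a set of 25 arrays, a choice made after seeing these values, and all 26 arrays were analyzed beside it.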

We also applied Ingenuity Pathway Analysis (IPA) software (Ingenuity Systems, Inc., Redwood City, CA), a structured network knowledge-based approach, to evaluate functions and to elect putative interaction and signaling mechanisms through which IL-10 plays a role in pulmonary pathogenesis in response to O_3_. We further analyzed statistically the CEL files by two-way analysis of variance (ANOVA; *p* < 0.01) using genotype (*Il10*^+/+^, *Il10*^−/−^) and exposure (air, 24-hr O_3_, 48-hr O_3_, 72-hr O_3_) as the variables in GeneSpring GX 11.0 Expression Analysis software program (Agilent Technologies). We deposited the raw data discussed in this publication into the National Center for Biotechnology Information’s Gene Expression Omnibus data repository (http://www.ncbi.nlm.nih.gov/geo/, series GSE25095) and the National Institute of Environmental Health Sciences Chemical Effects in Biological Systems database (http://cebs.niehs.nih.gov/, accession no. 005-00003-0070-000-5). Details of the processes used to identify genes with altered transcript levels as a function of exposure, strain, and/or time are in the Supplemental Material (doi:10.1289/ehp.1002182). After consolidating probe sets, we loaded the resulting list of 165 genes and annotation into IPA (version 7.4, April 2009) to identify unique gene expression pathways that reflected an interaction between strain and treatment effect.

### Statistics

We expressed all data as group means ± SE. We log-transformed PMN data to ensure normal data distribution and equal variance. We assessed differences in effects of O_3_ and IL-10 on response phenotypes by two-factor ANOVA. The factors were exposure (air or O_3_) and genotype (*Il10*^+/+^ or *Il10*^−/−^). Dependent variables were BALF protein concentration, BALF cells, mRNA expression, and protein levels. We used the Student Newman–Keuls post hoc test to compare group means. We performed all statistical analyses using the SigmaStat statistics package (version 3; Systat Software, Inc., Point Richmond, CA). We accepted statistical significance at *p* < 0.05. Sample sizes are included in the figure captions.

## Results

### Lung inflammatory responses

O_3_-induced increases in total numbers of BALF cells were significantly greater in *Il10*^−/−^ compared with *Il10*^+/+^ mice [see Supplemental Material, Table 1 (doi:10.1289/ehp.1002182)] and largely attributable to differences in total numbers of PMNs. Compared with *Il10*^+/+^ mice, the numbers of PMNs were significantly greater (~3-fold) in *Il10*^−/−^ mice at each O_3_ exposure time point (Figure 1A). Total BALF protein concentrations also increased significantly in both genotypes after O_3_, but we found no significant differences between the two genotypes (*p* = 0.055; Figure 1B).

### Histopathological analysis of lung injury

Consistent with BALF phenotypes, we found greater O_3_-induced inflammation in perivascular, peribronchiolar, and terminal bronchial regions in hemotoxylin and eosin (H&E)-stained lung tissue sections from *Il10*^−/−^ mice compared with *Il10*^+/+^ mice (Figure 1C). Further, the density of Ki67-positive cells at distal perivascular-peribronchiolar areas and centriacinar regions was more prominent in *Il10*^−/−^ than in *Il10*^+/+^ mice exposed to O_3_, indicating enhanced cellular proliferation (Figure 1D).

### Inflammatory mediator production

We did not detect *Il10* mRNA expression in *Il10*^−/−^ mouse lung homogenates after air or O_3_ exposure (data not shown). However, *Il10* mRNA was significantly elevated relative to air-exposed controls after 24-hr O_3_ (4.4-fold; *p* < 0.05) but was not significantly different between air- and O_3_-exposed *Il10*^+/+^ mice after 48- and 72-hr exposures (data not shown). Relative to respective air controls, O_3_ significantly increased mean BALF concentration of the PMN chemoattractant MIP-2 in both genotypes and was significantly higher in *Il10*^−/−^ compared with *Il10*^+/+^ mice at 24 hr (Figure 2A). However, these genotype-dependent differences were not evident at 48- and 72-hr O_3_. TNF-α and iNOS mRNA expression levels were significantly increased in both strains during O_3_, but we found no significant genotypic differences (data not shown).

### SOCS3 expression

Because SOCS3 has been proposed as a mechanism of IL-10–mediated protection against inflammatory processes in other models of lung disease (Gao and Ward 2007), we asked whether SOCS3 was differentially expressed in *Il10*^−/−^ and *Il10*^+/+^ mice. Relative to air controls, *Socs3* mRNA expression increased significantly in *Il10*^+/+^ mice after 24-, 48-, and 72-hr O_3_ (Figure 2B); *Socs3* expression in *Il10*^−/−^ mice was increased significantly only after 72-hr O_3_.

### CD86 production

Compared with *Il10*^+/+^ mice, we found significantly higher levels of lung CD86 proteins in *Il10*^−/−^ mice after air and O_3_ (Figure 2C). However, O_3_ did not increase CD86 in either genotype, and we found no interaction between genotype and exposure.

### Nuclear NF-κB activity and STAT3 activation

To determine whether the protective effect of IL-10 may be mediated in part by differential NF-κB activity, we evaluated nuclear DNA binding activity of total NF-κB and specific p50, a subunit of NF-κB and p65 κB activity in *Il10*^+/+^ and *Il10*^−/−^ mice. Interestingly, baseline binding activity of total NF-κB and specific p50 κB was slightly greater in *Il10*^−/−^ mice than in *Il10*^+/+^ mice (Figure 3A). O_3_ effects on activation of total NF-κB and specific p50 κB binding activity were more marked in *Il10*^−/−^ mice than in *Il10*^+/+^ mice (Figure 3A). Specific p65 subunit NF-κB activity was significantly increased only in *Il10*^−/−^ mice after O_3_ (Figure 3A). The ratio of phosphorylated STAT3 (p-STAT3) to STAT3 protein in the lung increased significantly after O_3_ compared with air controls in both genotypes, signifying an increase in activated STAT3 protein in response to O_3_ (Figure 3B). However, we found no differences in O_3_-induced increases in the p-STAT3:STAT3 ratio between *Il10*^−/−^ and *Il10*^+/+^ mice.

### O_3_-induced gene expression profiles are altered in *Il10*^+/+^ compared with *Il10*^−/−^ mice

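The array data come from the left lungs of male Il10+/+ and Il10-/- mice on 26 Affymetrix mouse 430A arrays. In each genotype, 2 arrays were of mice kept in filtered air for 24 hr, 2 of mice kept in air for 48 hr, and 3 were made at each of 24, 48, and 72 hr of O3 at 0.3 ppm. No array is of mice kept in air for 72 hr. The small number of arrays per group limits the precision of every value.
The Il10 probe set had log2 values between 3.92 and 4.25 on every array of Il10+/+ mice. On the arrays of Il10-/- mice it lay between 6.29 and 7.71, apart from 3.87 on the library labelled Il10-/- air 48 hr replicate 1. The files do not say which part of Il10 this probe set covers, and a probe set outside the deleted part checks nothing about the deletion. The paper's RT-PCR did not detect Il10 mRNA in lungs of Il10-/- mice. At 13 of 16 genes that separated the genotypes on every O3 array of the 25-array set, the library labelled Il10-/- air 48 hr replicate 1 lay nearer to the Il10+/+ air arrays. Its label was kept.
The deposited values are on the log2 scale after Robust Multichip Average normalization, with medians between 6.5 and 6.7 per array. The 20393 probe sets with 1 gene symbol were used, and the probe set with the highest mean stood for its gene, which left 12394 genes. The groups were fitted together with limma, with the air arrays of 24 and 48 hr pooled within each genotype. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and log2 changes, standard errors and adjusted p-values are from this limma fit unless another test is named. Values are given first for the 25 arrays without Il10-/- O3 24 hr replicate 2, which stands apart in hierarchical clustering, and then for all 26 arrays. The fit over 26 arrays was set before the data were examined, and the fit over 25 arrays was chosen after seeing the data.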

We first used unsupervised analyses of gene expression profiles in *Il10*^−/−^ and *Il10*^+/+^ mice to provide additional insight into the means through which IL-10 protects the lung against O_3_-induced inflammation. Using k-means clustering analysis, we identified differential gene expression profile patterns between *Il10*^+/+^ and *Il10*^−/−^ mice that suggested genotype-independent and genotype-specific O_3_ effects [for gene expression clusters and gene lists, see Supplemental Material (doi:10.1289/ehp.1002182)]. 

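Over 25 arrays, 563 genes differed among the 8 groups of genotype and exposure at an adjusted p under 0.01 from limma's F test, and k-means placed them in 6 clusters. One cluster of 162 genes held Mki67, a marker of dividing cells, and Hat1. Its mean level, with each gene scaled to a mean of 0 and an SD of 1 over the 8 groups, was -0.762 in air, -0.767 at 24 hr, 0.813 at 48 hr, and 1.03 at 72 hr of O3 in Il10+/+ mice. In Il10-/- mice these levels were -1.05, -0.933, 0.917, and 0.752. A cluster of 150 genes with Il33, Il6 and S100a14 had scaled levels of -1.28, -0.409, 0.723, and 0.692 in Il10+/+ mice and of -1.38, -0.024, 0.904, and 0.776 in Il10-/- mice. A cluster of 65 genes held Socs3, Ccr1, Il1b, Saa3, Ctse, Wdfy1, Nnt, Pam and Il10. At 24 hr of O3 its scaled level was -0.267 in Il10+/+ and 1.39 in Il10-/- mice, and the genotypes differed by a mean of 0.764 over the 4 exposures. A cluster of 46 genes differed by -1.12 over the 4 exposures, with a level of 0.323 in Il10+/+ and -1.96 in Il10-/- mice at 24 hr of O3. In air and at 48 and 72 hr its levels were 0.89, 0.54, and 0.484 in Il10+/+ mice. They were 0.015, -0.168, and -0.122 in Il10-/- mice. The remaining 2 clusters held 61 and 79 genes, with genotype differences of 0.275 and -0.457. The clusters carry no p-value. Only the cluster of 46 genes differed by over 1 between the genotypes. Its gap was over 1 at 24 hr alone, where 2 arrays of Il10-/- mice are left. With 4 clusters, 51 genes passed that limit, at -1.13. With 10, 2 clusters of opposite sign passed it, 15 genes at 1.30 with Il10, Ctse, Wdfy1, Nnt, Pam, Il1b and Ccr1, and 31 genes at -1.19. Over 26 arrays, 66 genes were selected, and the clusters past the limit held 3 genes, Il10, Wdfy1 and Nnt, at 1.83 and 8 genes at -1.02; with 4 clusters they held 11 genes at 1.14 and 8 at -1.02, and with 10 the 3 genes alone. The paper's Discussion counts 3 clusters of molecules from its k-means and pathway analyses. Its text does not give the number of clusters set for k-means or the filter on genes.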

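After 48 hr of O3, Timp1, Sprr1a and genes of cell division rose in both genotypes over 25 arrays. Timp1, an inhibitor of matrix metalloproteinases, was higher by 3.60 (standard error 0.60, adjusted p = 0.000903) in Il10+/+ and by 3.62 (standard error 0.60, adjusted p = 0.000485) in Il10-/- mice on the log2 scale. Sprr1a, which encodes a protein of the cornified envelope, was higher by 3.35 (adjusted p = 0.000127) and 3.31 (adjusted p = 8.14e-05). Cdk1, the kinase that drives entry into mitosis, was higher by 2.31 (adjusted p = 0.000118) and 2.68 (adjusted p = 1.09e-05). Igfbp3, which binds insulin-like growth factors, fell by 1.57 (adjusted p = 0.000705) and by 1.51 (adjusted p = 0.000586). At 48 hr, 336 genes were higher and 124 lower than in air in Il10+/+ mice, and 501 were higher and 284 lower in Il10-/- mice. Of these, 278 were higher and 78 lower in both genotypes, against 13.6 and 2.84 expected for independent lists of these sizes, and none went in opposite directions. At 72 hr, 306 were higher and 85 lower in Il10+/+ mice and 527 higher and 201 lower in Il10-/- mice, with 249 and 39 shared against 13 and 1.38 expected. Each genotype was compared with its own air arrays. Over all 26 arrays, 6 genes were higher and none lower at 48 hr in Il10+/+ mice (1077 genes at an unadjusted p under 0.05), and all 6 were also among the 63 higher in Il10-/- mice, where 34 were lower. At 72 hr, 17 were higher and none lower in Il10+/+ mice and 40 were higher and 7 lower in Il10-/- mice, with 11 shared. These 26-array counts depended on the fit. In Il10+/+ mice, 440 genes passed at 48 hr and 583 at 72 hr with only the arrays compared in the fit. With array weights 2003 and 1547 did, and with air of the same exposure time 0 did at 48 hr. Leaving out 1 more of the 25 arrays moved the 460 genes of Il10+/+ mice at 48 hr to 171 (without O3 48 hr replicate 3), 281 (replicate 2), 266 (air 24 hr replicate 1), or 714 (Il10-/- O3 24 hr replicate 1 or 3) and their 391 at 72 hr to 189 (O3 72 hr replicate 3), 259 (replicate 2), 250 (air 24 hr replicate 1), or 672 (Il10-/- O3 24 hr replicate 1 or 3). It moved the 785 of Il10-/- mice at 48 hr to 427 (O3 48 hr replicate 2) and their 728 at 72 hr to 273 (O3 72 hr replicate 3), 429 (replicate 2), 440 (the library labelled air 48 hr replicate 1), or 1188 (O3 24 hr replicate 1 or 3).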

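Of 47 measured genes of DNA replication and cell division, 34 were higher after O3 in Il10+/+ mice and 40 in Il10-/- mice over the 3 exposure times and 25 arrays, and none was lower (43 and 44 higher when adjusted over the list alone). Rrm2, a subunit of ribonucleotide reductase, was higher by 1.84 (standard error 0.31, adjusted p = 0.00102) in Il10+/+ mice, and Birc5, which acts in chromosome segregation, by 2.17 (standard error 0.26, adjusted p = 1.82e-05) in Il10-/- mice. By time, 0, 37 and 39 of the list were higher at 24, 48, and 72 hr in Il10+/+ mice and 2, 41 and 41 in Il10-/- mice. Of 23 acute phase and STAT3 target genes, 10 and 13 were higher and none was lower (13 and 15 adjusted over the list alone), with Lrg1, a secreted glycoprotein, higher by 1.60 (adjusted p = 4.24e-05) and 1.79 (adjusted p = 1.13e-05). Of 19 antioxidant genes and targets of NRF2, 6 and 11 were higher and none was lower (9 higher and 2 lower, and 13 higher and 1 lower, adjusted over the list alone), among them Gclc, an enzyme of glutathione synthesis, by 0.57 (adjusted p = 0.0377) and 0.69 (adjusted p = 0.00741). Of 11 genes of sterol synthesis, 7 and 4 were higher and none was lower (9 and 8 adjusted over the list alone). Of 12 endothelial markers, none passed in Il10+/+ mice and 3 were lower in Il10-/- mice (0 and 7 adjusted over the list alone), where Pecam1 fell by 0.41 (standard error 0.072, adjusted p = 0.000878).
With limma's camera and its preset correlation, 11 of 27 lists tested passed in Il10+/+ and 13 in Il10-/- mice. The adjusted p with an estimated correlation was 0.00607 and 0.00436 for DNA replication, 0.0116 and 0.00189 for acute phase genes, 0.0699 and 0.00951 for the NRF2 list, 0.0434 and 0.232 for sterol synthesis, and 0.215 and 0.0368 for endothelial markers. Over 26 arrays, 8 and 12 lists passed and none did with an estimated correlation; 0 and 16 DNA replication genes, 1 and 8 acute phase genes, 0 and 4 genes of the NRF2 list, and 1 and 0 of sterol synthesis were higher. By time over 26 arrays, none of the DNA replication genes was higher in Il10+/+ mice and 10, 1 and 0 were in Il10-/- mice, where the 24-hr group holds the array on which 46 of the 47 are high.

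**Figure D1:**
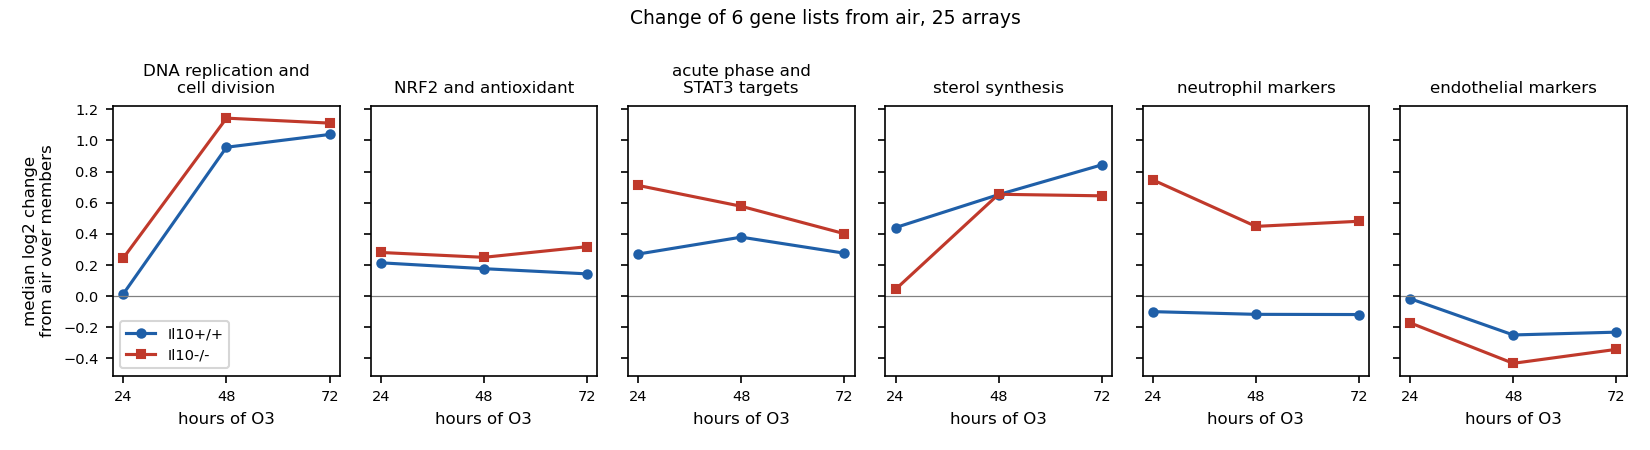
Median log2 change from air over the measured members of 6 gene lists (y axis) at 24, 48, and 72 hr of O3 (x axis) over 25 arrays, with Il10+/+ mice in blue circles and Il10-/- mice in red squares. The DNA replication list lies at 0.0160 in Il10+/+ and 0.247 in Il10-/- mice at 24 hr and at 1.04 and 1.11 at 72 hr.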

IPA revealed distinct gene expression pathways for specific O_3_-induced changes that displayed similar kinetics between *Il10*^+/+^ and *Il10*^−/−^ mice [Figure 4, red shapes; see also Supplemental Material, Table 2, Figure 5A (doi:10.1289/ehp.1002182)]. For example, *Gale* (galatose-4-epimerase, UDP), *Hat1* (histone acetyl transferase 1), and *Ccr1* [chemokine (C-C motif) receptor-1] expression was altered after O_3_ (Figure 4A, red shapes). In addition, we observed O_3_-induced gene expression profile differences in *Il33* in *Il10*^−/−^ and *Il10*^+/+^ mice (Figure 4B, red shapes), *Socs3*, and *Il1* (Figure 4C, red shapes). This is consistent with Figure 2B that shows parallel increases in *Socs3* transcript level in both strains, although statistical testing revealed a significant increase in *Il10*^+/+^ mice earlier than in the *Il10*^−/−^ mice. These genes are associated with stress and inflammatory pathways [see Supplemental Material, Table 3 (doi:10.1289/ehp.1002182)]. Moreover, we found O_3_-induced gene expression patterns that were altered temporally in *Il10*^−/−^ compared with *Il10*^+/+^ mice [Figure 4, green shapes; see also Supplemental Material, Figure 5D, Table 2 (doi:10.1289/ehp.1002182)].

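Hat1 and Ccr1, a receptor for inflammatory chemokines, were higher after O3 in both genotypes over 25 arrays. Hat1 was higher by 0.85 (standard error 0.13, adjusted p = 0.000338) at 48 hr and by 0.63 (adjusted p = 0.0053) at 72 hr in Il10+/+ mice. Its rise in Il10-/- mice was 0.97 (standard error 0.13, adjusted p = 4.94e-05) and 0.75 (adjusted p = 0.000827). At 24 hr the changes of Hat1 were 0.10 (adjusted p = 0.974) and 0.31 (adjusted p = 0.291). Ccr1 was higher by 0.95 (standard error 0.19, adjusted p = 0.00485) at 48 hr and by 0.88 (adjusted p = 0.00788) at 72 hr in Il10+/+ mice, and its change at 24 hr was 0.33 (adjusted p = 0.869). In Il10-/- mice Ccr1 was higher at all 3 times, by 1.19 (standard error 0.21, adjusted p = 0.00424), 1.23 (adjusted p = 0.0002), and 1.21 (adjusted p = 0.000336). The first of these calls was lost with only the arrays compared in the fit and with array weights, where no gene passed at 24 hr. The change of Ccr1 at 24 hr did not differ between the genotypes past the threshold, at a difference of 0.86 (standard error 0.28, adjusted p = 0.561). Over O3, Ccr1 was higher in Il10-/- than in Il10+/+ mice by 0.75 (standard error 0.12, adjusted p = 0.00319). Over 26 arrays, Hat1 passed at no single time, with an adjusted p of 0.282 at 48 hr in Il10+/+ and 0.112 in Il10-/- mice. Ccr1 then passed at all 3 times in Il10-/- mice (adjusted p of 0.0204, 0.00718 and 0.0101) and at none in Il10+/+ mice (lowest adjusted p, 0.0905), and its difference over O3 was 0.67 (adjusted p = 0.0368). With only the arrays compared in the fit, its 24-hr call in Il10-/- mice was lost over 26 arrays too. Without Il10+/+ O3 72 hr replicate 3, Hat1 no longer passed at 72 hr in Il10+/+ mice (adjusted p = 0.0679).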

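Over 25 arrays, Il33, a cytokine of the IL-1 family, and Socs3, an inhibitor of cytokine signaling, were higher after O3 in both genotypes. Il33 was higher by 1.25 (standard error 0.20, adjusted p = 0.00066) at 48 hr and by 1.19 (adjusted p = 0.00083) at 72 hr in Il10+/+ mice. The rise of Il33 in Il10-/- mice was 1.35 (standard error 0.20, adjusted p = 0.000167) and 1.00 (adjusted p = 0.00407). At 24 hr its changes were 0.75 (adjusted p = 0.33) and 0.65 (adjusted p = 0.14). Socs3 was higher by 1.42 (standard error 0.24, adjusted p = 0.000926) at 48 hr and 1.10 (adjusted p = 0.00887) at 72 hr in Il10+/+ mice, and its change at 24 hr was 0.88 (standard error 0.24, adjusted p = 0.33). In Il10-/- mice Socs3 was higher at all 3 times, by 1.86 (standard error 0.27, adjusted p = 0.000663), 1.55 (adjusted p = 0.000205), and 1.38 (adjusted p = 0.000839). Its 24-hr call there was lost with only the arrays compared in the fit and with array weights, where no gene passed. The 24-hr change of Socs3 differed between the genotypes by 0.98 (standard error 0.36, adjusted p = 0.574), which is not past the threshold. Another Socs3 probe set, less bright, was higher at 24 hr in Il10+/+ mice by 1.13 (standard error 0.19, adjusted p = 0.046 over all probe sets). Il1b, which encodes IL-1β, was higher in Il10-/- mice at 72 hr by 1.30 (standard error 0.26, adjusted p = 0.00403), and its changes in Il10+/+ mice were -0.20 (adjusted p = 0.98), 0.41 (adjusted p = 0.468), and 0.66 (adjusted p = 0.206). Il1a had a genotype difference over O3 of -0.04 (adjusted p = 0.845). Over 26 arrays, Il33 and Socs3 passed at no single time in either genotype, with lowest adjusted p-values of 0.231 and 0.104, and Il1b passed in Il10-/- mice at 24 hr (adjusted p = 0.0434) and 72 hr (adjusted p = 0.0313). That 24-hr call of Il1b was lost with only the arrays compared in the fit. Without Il10+/+ O3 72 hr replicate 3, Socs3 did not pass at 72 hr in Il10+/+ mice (adjusted p = 0.0703), and without Il10+/+ air 48 hr replicate 1 it passed there at 24 hr (adjusted p = 0.036). Il33 at 24 hr in Il10-/- mice passed without Il10-/- O3 24 hr replicate 3 (adjusted p = 0.00946).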

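At 24 hr of O3, the change of no single gene was shown to differ between Il10-/- and Il10+/+ mice, and which genotype had more genes past the threshold depended on the fit. The Il10-/- O3 24 hr arrays left in the 25, replicates 1 and 3, joined the others in clustering at 0.0230 and 0.0203. These were the highest joins among the 25. Between them the median difference was 1.18 for B cell markers, 0.70 for DNA replication genes and -0.045 for neutrophil markers. Over 25 arrays, 164 genes were higher and 95 lower than in air in Il10-/- mice at 24 hr. In Il10+/+ mice 6 were higher and none lower (730 at an unadjusted p under 0.05), and 5 of the 6 were also higher in Il10-/- mice. The order turned with only the arrays compared in the fit (0 genes in Il10-/- and 9 in Il10+/+ mice) and with array weights (0 and 75), and did so over 26 arrays too (0 and 9, and 23 and 66). Those 6 were Cd14, a receptor for endotoxin, by 0.89 (standard error 0.14, adjusted p = 0.0206), Ccl17, Thbs1, F3, Akr1b8 and Osgin1. Ch25h, cholesterol 25-hydroxylase, was higher in Il10-/- mice by 2.17 (standard error 0.31, adjusted p = 0.000577), Mmp8, a collagenase of neutrophils, by 1.52 (standard error 0.33, adjusted p = 0.0169), and the neutrophil chemokine Cxcl1 by 1.33 (standard error 0.29, adjusted p = 0.0202), and Igf1, a growth factor, fell by 2.04 (standard error 0.41, adjusted p = 0.0114). The calls of Mmp8 and Igf1 were lost without Il10-/- O3 24 hr replicate 3 (adjusted p of 0.197 and 0.0501) and that of Cxcl1 without replicate 1 (adjusted p = 0.276). Neutrophil markers differed between the genotypes in their response as a group, with a median difference over the 3 times of 0.767 and an adjusted p of 3.89e-14 from camera (0.00263 with an estimated correlation). None of the 18 measured markers passed alone, and 9 did when adjusted over the list alone, each with a higher response in Il10-/- mice. The acute phase and STAT3 list differed by a median of 0.211 (adjusted p = 3.22e-06, and 0.108 with an estimated correlation). No gene passed limma's test of the interaction of genotype and exposure (417 at an unadjusted p under 0.05), and none at 24, 48, or 72 hr alone (891, 272 and 309 at an unadjusted p under 0.05). The methods' two-way analysis of variance at an unadjusted p under 0.01 gave an interaction for 99 genes, where chance alone gives about 124. Over 26 arrays, no gene passed the interaction either (452 at an unadjusted p under 0.05). That 0 became 204 without Il10-/- O3 24 hr replicate 3 and 74 without replicate 1, sets that keep replicate 2. It became 1 with the replicate number as a block or with array weights. The neutrophil markers over 26 arrays had a median difference of 0.680 (adjusted p = 2.05e-10, and 0.00856 with an estimated correlation). The 26-array counts at 24 hr were 420 higher and 275 lower in Il10-/- mice and 0 in Il10+/+ mice (317 at an unadjusted p under 0.05). The counts that follow are for the 25 arrays with 1 more left out. The interaction count of 0 became 369 without Il10-/- O3 24 hr replicate 3, 78 without replicate 1, and 1 without the library labelled Il10-/- air 48 hr replicate 1, and the 259 genes of Il10-/- mice at 24 hr became 1593, 784 and 161 (161 also without Il10-/- air 24 hr replicate 1). The 6 genes of Il10+/+ mice at 24 hr became 0 to 3 without any 1 of their O3 24 hr arrays, air 24 hr replicate 1, air 48 hr replicate 2, O3 48 hr replicate 1, O3 72 hr replicate 2, or Il10-/- O3 72 hr replicate 2, and 12 to 15 without air 48 hr replicate 1 or Il10-/- O3 24 hr replicate 1 or 3. From its clusters and pathways, the paper proposes that some O3 effects on expression are independent of genotype and others are specific to it.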

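Genes of neutrophils were higher in Il10-/- than in Il10+/+ mice over the 3 O3 times. Over 25 arrays, S100a9 and S100a8, which form the neutrophil protein calprotectin, differed by 1.89 (standard error 0.33, adjusted p = 0.00635) and 1.78 (adjusted p = 0.00661), Csf3r, the receptor for granulocyte colony-stimulating factor, by 1.13 (standard error 0.19, adjusted p = 0.00503), and Mmp9, a gelatinase, by 0.81 (adjusted p = 0.0111). Of 18 neutrophil markers, 7 were higher and 1, Chil1, was lower (10 higher and 1 lower adjusted over the list alone). The list had an adjusted p of 1.02e-12 from camera and 0.00457 with an estimated correlation. Chil1 lies on chromosome 1, and its values in air were 12.12 to 12.38 on the Il10+/+ arrays. They were 12.23 on the library labelled Il10-/- air 48 hr replicate 1 and 9.45 to 9.78 on the other 3 Il10-/- air arrays. On those 3 arrays Chil1 was thus low without O3. Of 23 acute phase and STAT3 target genes, 2 were higher and none lower (8 higher adjusted over the list alone), Saa3 and Il4ra, a receptor for IL-4, with an adjusted p of 2.91e-08 and 0.0376 with an estimated correlation. None of 14 B cell markers passed alone and 11 were lower adjusted over the list alone, with an adjusted p of 6.67e-09 for the list and 0.311 with an estimated correlation. In all, 33 genes were higher and 46 lower in Il10-/- mice, and the balance turned with median centring of each array (59 and 25), the mean of probe sets (30 and 25) and only the arrays compared in the fit (34 and 30); among the lower genes were Stk25, a kinase, with a difference of -2.26 (standard error 0.33, adjusted p = 0.00124), and St8sia4, a sialyltransferase, with -1.61 (standard error 0.19, adjusted p = 8.94e-05). Both lie on chromosome 1, as Il10 does, which holds 18 of 78 genes with a position in GRCm38.p6 (23.1%) against 708 of 12370 tested (odds ratio 5.04, 95% interval 2.79 to 8.71, two-sided Fisher's exact test, p = 2.91e-07; without Il10 itself 4.76, p = 1.19e-06). By time, 21 genes were higher and 61 lower at 24 hr, where 2 arrays of Il10-/- mice are left, 1 was higher at 48 hr and 3 at 72 hr, and none was lower at either (334 and 285 genes at an unadjusted p under 0.05). In air, Wdfy1 alone passed, on chromosome 1 as well. With array weights 110 genes passed in air. None did with only the arrays compared, or with the letter c of some source names as a covariate. The letter marks Il10-/- air 24 hr replicate 1 and air 48 hr replicates 1 and 2, and no Il10+/+ air array. In air it goes largely with genotype, so this covariate cannot separate what the letter marks from genotype. Over 26 arrays, 15 genes were higher and 8 lower (37 and 180 with array weights; 25 and 57 at 24 hr, 1 and 0 at 48 hr, and 2 and 0 at 72 hr), with S100a9 (adjusted p = 0.0119), Csf3r (adjusted p = 0.00892), Mmp9 (adjusted p = 0.0327) and Stk25 (adjusted p = 0.00198) among them, 9 of 23 lay on chromosome 1, and the neutrophil markers had an adjusted p of 9.02e-12 (0.0046 with an estimated correlation). The methods' two-way analysis of variance at an unadjusted p under 0.01 gave a genotype effect for 667 genes over 25 arrays and 340 over 26. Leaving out 1 more of the 25 arrays moved the count of 79 to between 35 and 50 (without Il10+/+ O3 24 hr replicate 1, 2 or 3, 48 hr replicate 2 or 3, or 72 hr replicate 1 or 2, or Il10-/- O3 48 hr replicate 2 or 3 or 72 hr replicate 1 or 3), to 373 (Il10-/- O3 24 hr replicate 1), and to 857 (replicate 3). The odds ratio became 2.04 and 1.69 without the last 2 of these and 7.65 without Il10-/- O3 48 hr replicate 2, each with a p under 0.05 from the same test.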

We also applied supervised analysis using GeneSpring to identify genes that varied statistically significantly between *Il10*^+/+^ and *Il10*^−/−^ mice during 24- to 72-hr O_3_ [see Supplemental Material, Figure 6, Table 4 (doi:10.1289/ehp.1002182)]. Genes > 2-fold higher in *Il10*^−/−^ mice than in *Il10*^+/+^ mice included those encoding CTSE, WDFY1 (WD repeat and FYVE domain containing 1), IL-1β, SAA3, nicotinamide nucleotide transhydrogenase (NNT), and peptidylglycine α-amidating monooxygenase (PAM). Many of these genes were also elucidated by unsupervised analysis [see Supplemental Material, Table 4 (doi:10.1289/ehp.1002182)]. 

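Of these 6 genes, Ctse, Wdfy1, Saa3, Nnt and Pam were over 2-fold higher in Il10-/- than in Il10+/+ mice over O3 across 25 arrays. Wdfy1 (chromosome 1) differed by 1.46 (standard error 0.15, adjusted p = 2.06e-05) on the log2 scale over O3 and by 1.52 (standard error 0.22, adjusted p = 0.0124) in air, a call lost without any 1 of the 2 Il10+/+ air 24 hr arrays, the 2 Il10-/- air 24 hr arrays, or Il10-/- air 48 hr replicate 2 (adjusted p from 0.0571 to 0.1). That call in air was also lost with only the arrays compared in the fit. Nnt, a mitochondrial enzyme that makes NADPH (chromosome 13), differed by 1.18 (standard error 0.14, adjusted p = 9.28e-05) over O3, and Pam (chromosome 1), which amidates peptide hormones, by 1.22 (standard error 0.22, adjusted p = 0.00894). In air, the differences were 0.93 (adjusted p = 0.186) for Nnt and 1.23 (adjusted p = 0.248) for Pam. Leaving out the library labelled Il10-/- air 48 hr replicate 1, which was doubted for its level at these genes among others, raises them by construction, to 1.26 (adjusted p = 2.65e-06) and 1.68 (adjusted p = 0.00131). Saa3, an acute phase protein (chromosome 7), differed by 1.97 (standard error 0.29, adjusted p = 0.00143) over O3 and by 0.05 (adjusted p = 0.992) in air. Saa3 rose from air in Il10-/- mice by 3.2 (adjusted p = 0.00197), 4.43 (adjusted p = 2.77e-06), and 3.81 (adjusted p = 2.13e-05) at 24, 48, and 72 hr, and in Il10+/+ mice by 2.23 (adjusted p = 0.00667) and 1.74 (adjusted p = 0.0376) at 48 and 72 hr. The call at 24 hr in Il10-/- mice was lost with only the arrays compared in the fit and with array weights, where no gene passed. The call at 72 hr in Il10+/+ mice was lost without any 1 of the 4 Il10+/+ air arrays or 3 Il10+/+ O3 72 hr arrays (adjusted p from 0.0517 to 0.18), and the call at 48 hr without Il10+/+ O3 48 hr replicate 3 (adjusted p = 0.0502). The difference in the mean response of Saa3 was 1.92 (standard error 0.51, adjusted p = 0.717), and passed without Il10-/- O3 24 hr replicate 3 (adjusted p = 0.000807). Il1b (chromosome 2) differed by 0.88 (standard error 0.17, adjusted p = 0.0123) over O3, which is past the threshold and under 2-fold. Ctse, a protease on chromosome 1, had the largest difference of the 6, at 2.82 (adjusted p = 2.06e-05). In all, 10 genes were over 2-fold higher and past the threshold over 25 arrays and 8 over 26. Over 26 arrays, Saa3 and Pam did not pass, at 1.68 (adjusted p = 0.0669) and 1.09 (adjusted p = 0.0705), and Wdfy1 (adjusted p = 4.51e-05), Nnt (adjusted p = 0.000168) and Il1b (adjusted p = 0.0327) did.

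**Figure D2:**
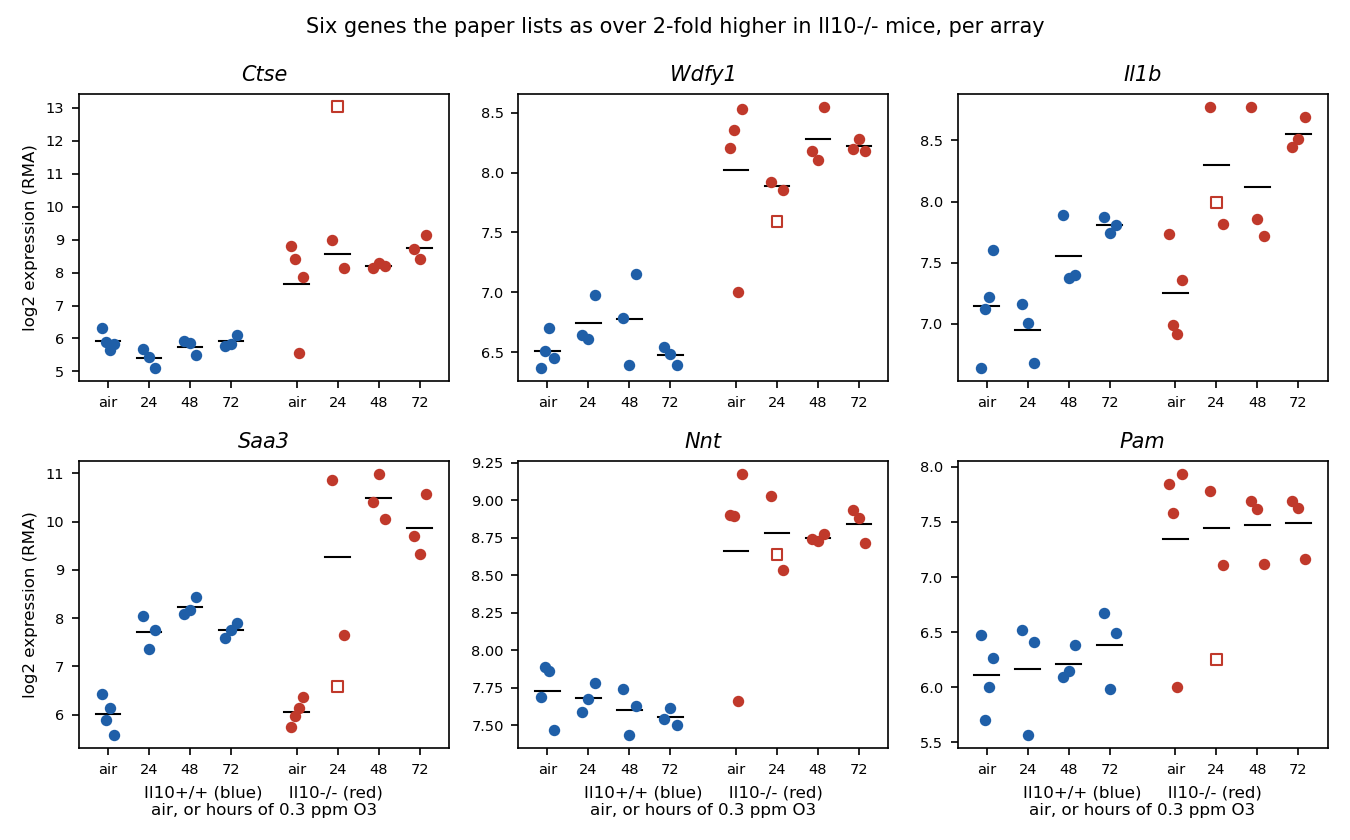
Log2 expression (y axis) of Ctse, Wdfy1, Il1b, Saa3, Nnt and Pam on each array in air and at 24, 48, and 72 hr of 0.3 ppm O3 (x axis), with Il10+/+ mice in blue and Il10-/- mice in red. Each point is 1 array, the line is the group's mean over 25 arrays, and the open square is Il10-/- O3 24 hr replicate 2; the low red point of Ctse, Wdfy1, Nnt and Pam in air is the library labelled Il10-/- air 48 hr replicate 1.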

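All 6 genes, Ctse, Wdfy1, Il1b, Saa3, Nnt and Pam, were among the genes selected for k-means over 25 arrays and fell in the cluster of 65 genes that also held Socs3, Ccr1 and Il10. Over 26 arrays, Wdfy1 and Nnt were in the cluster of 3 genes with Il10, Saa3 was in a cluster of 14 genes with Ccr1, and Ctse, Il1b and Pam were not among the 66 genes selected.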

We validated a subset of the genes (*n* = 4) listed in the Supplemental Material, Table 4 (doi:10.1289/ehp.1002182), by measuring mRNA expression in lung homogenates from air- and O_3_-exposed *Il10*^−/−^ and *Il10*^+/+^ mice. We found that mRNA expression of *Ctse* (24 hr), *Wdfy1* (24, 48 hr), *Saa3* (48 hr), and *S100a14* (S100 calcium binding protein A14; 24, 48, and 72 hr) was significantly (*p* < 0.05) greater in *Il10*^−/−^ than in *Il10*^+/+^ lung homogenates [see Supplemental Material, Figure 7 (doi:10.1289/ehp.1002182)].

## Discussion

We investigated the mechanisms of IL-10–mediated reductions in O_3_-induced airway neutrophilia in mice. Targeted deletion of *Il10* significantly enhanced O_3_-induced pulmonary cellular inflammation, as indicated by significant differences in numbers of infiltrating neutrophils and enhanced cellular proliferation in centriacinar regions compared with *Il10*^+/+^ controls. Nuclear activity of NF-κB and expression of CD86 proteins were also greater in lungs of *Il10*^−/−^ mice. Furthermore, MIP-2 protein was significantly elevated in response to 24-hr O_3_ and was exacerbated in *Il10*^−/−^ compared with *Il10*^+/+^ mice. Results support a role for IL-10 in protection against O_3_-induced inflammation associated with diminished NF-κB activity and MIP-2 production. Nonbiased (visual, unsupervised) and supervised (ANOVA) gene array analysis identified novel cellular targets that may contribute to the protective mechanism of IL-10 in O_3_-induced inflammation.

O_3_-induced increases in BALF neutrophils and lung cell proliferation were significantly enhanced in *Il10*^−/−^ mice relative to *Il10*^+/+^ wild-type controls, but the lung permeability response to O_3_ was not significantly different between the two genotypes. Interestingly, Reinhart et al. (1999) found that intratracheal instillation of recombinant IL-10 into Sprague-Dawley rats significantly attenuated by 25% protein permeability responses induced by acute O_3_ exposure (0.8 ppm, 3 hr) compared with controls. An explanation for the disparate observations is not entirely clear, but the role of IL-10 in the hyperpermeability response may depend on the concentration and duration of exposure to O_3_ (0.8 ppm for 3 hr compared with 0.3 ppm for 24, 48, or 72 hr) or may be species specific. Moreover, these results are consistent with previous studies suggesting that inflammatory and permeability responses in this model are regulated through different mechanisms (e.g., Cho et al. 2007).

Upregulation of the PMN chemoattractant MIP-2 has been suggested to regulate initial neutrophilic infiltration in response to O_3_. O_3_-induced increases in MIP-2 were potentiated in the absence of *Il10* at 24 hr before the peak PMN influx and therefore may be a mechanism through which IL-10 protects against O_3_-induced inflammation and cell proliferation. Similarly, neutralization of IL-10 prior to LPS administration can attenuate production of MIP-2 and associated neutrophilia (Standiford et al. 1995). We observed no significantly different O_3_-induced changes in TNF-α and iNOS between *Il10*^−/−^ and *Il10*^+/+^ mice, despite genotype-specific differences in NF-κB after O_3_. These results suggest that O_3_-induced increases in TNF-α and iNOS, which are thought to be NF-κB dependent (e.g., Cho et al. 2007), are not modulated by IL-10. These results are inconsistent with those of Lang et al. (2002) and Standiford et al. (1995), who found that TNF-α production is IL-10 dependent in responses to endotoxin. Collectively, these studies may suggest important differences in pulmonary cellular responses to endotoxin and O_3_ and warrant further investigation.

We also found that lung CD86 protein levels were enhanced in *Il10*^−/−^ compared with *Il10*^+/+^ mice, independent of O_3_ exposure. Soltys et al. (2002) showed that CD86 in alveolar macrophages was significantly enhanced in *Il10*^−/−^ mice at baseline and suggested that low levels of alveolar macrophage costimulatory molecule expression are maintained at least in part by endogenous IL-10 activity. Koike et al. (2001) found that approximately 8% of alveolar macrophages obtained from rats exposed to 1 ppm O_3_ for 3 days were CD86 positive and suggested that small increases in costimulatory activity may be sufficient to regulate O_3_-induced immune responses. Our data similarly indicate that *Il10* deficiency permits endogenous CD86 expression, which could explain why we did not detect subtle increases in CD86 in *Il10*^−/−^ mice after O_3_ exposure.

To investigate the potential signaling pathway through which IL-10 protects against O_3_-induced inflammation, we evaluated NF-κB activation in *Il10*^+/+^ and *Il10*^−/−^ mice. NF-κB is a nuclear protein that regulates transcription of many gene products that activate major pulmonary inflammatory pathways, including responses to O_3_ (Cho et al. 2007). IL-10 inhibits NF-κB (Saadane et al. 2005; Spight et al. 2005). We found that O_3_-induced p50 levels and p65 κB binding activity were significantly greater in *Il10*^−/−^ than in *Il10*^+/+^ mice. The mechanism through which IL-10 inhibits NF-κB may occur indirectly, such as through inhibition of inhibitory kappa kinase, as demonstrated in response to LPS (Saadane et al. 2005; Spight et al. 2005).

STAT3 was associated with IL-10–mediated inhibition of alveolar macrophage activation by LPS (Berlato et al. 2002). *Stat3* has also been shown to mediate O_3_-induced inflammation (Laskin et al. 2002) and pulmonary inflammation and hyperresponsiveness associated with asthmatic responses (Corry 2002). Interestingly, we found no significant genotype-specific differences in the p-STAT3:STAT3 ratio (Figure 3B). Similarly, gene array analysis did not detect an interaction among O_3_ exposure, *Il10* deficiency, and *Stat3* gene expression at these time points. These results suggest that O_3_-induced STAT3 activation occurs in an IL-10–independent manner.

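Stat3 did not pass the threshold in any comparison over 25 or 26 arrays. Over 25 arrays its log2 changes from air were 0.02, 0.16, and -0.07 at 24, 48, and 72 hr of O3 in Il10+/+ mice and 0.44, 0.20, and 0.07 in Il10-/- mice. The largest of these, at 24 hr in Il10-/- mice, had a standard error of 0.19 and an adjusted p of 0.241. The 24-hr change differed between the genotypes by 0.42 (standard error 0.25, adjusted p = 0.806). The interaction of genotype and exposure had an adjusted p of 1 for Stat3 in limma, and a p of 0.460 in the methods' two-way analysis of variance over 25 arrays and 0.973 over 26.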

To further elucidate the potential mechanism through which IL-10 protects the lung against O_3_-induced inflammation, we used k-means clustering and Ingenuity analyses of microarray expression data. We identified three distinct clusters of molecules, representing three pathways and numerous gene targets. 

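Il6, a cytokine that induces acute phase genes, was higher after O3 in both genotypes over 25 arrays. It was higher by 0.89 (standard error 0.23, adjusted p = 0.029) at 48 hr in Il10+/+ mice and by 0.90 (standard error 0.23, adjusted p = 0.0177) at 48 hr and 1.01 (adjusted p = 0.00909) at 72 hr in Il10-/- mice. The genotypes differed in Il6 over O3 by 0.24 (standard error 0.14, adjusted p = 0.55). Il1rn, which encodes the IL-1 receptor antagonist, had changes of 0.37 (adjusted p = 0.489) at 48 hr in Il10+/+ mice and 0.63 (adjusted p = 0.142) at 72 hr in Il10-/- mice with its brightest probe set, which are not past the threshold. Another Il1rn probe set was higher in Il10-/- mice by 0.93 at 48 hr (adjusted p = 0.0244 over all probe sets) and 1.08 at 72 hr (adjusted p = 0.0109). Averaged over the 3 times, Il1b was higher after O3 in Il10-/- mice by 1.07 (standard error 0.21, adjusted p = 0.00264), and its mean change in Il10+/+ mice was 0.29 (adjusted p = 0.529). Over 26 arrays, Il6 passed at no single time, and its change over the 3 times in Il10-/- mice was 0.77 (standard error 0.19, adjusted p = 0.0402). The call of Il6 at 48 hr in Il10+/+ mice was lost without any 1 of the 3 Il10+/+ O3 48 hr arrays, the 2 Il10+/+ air 24 hr arrays, or Il10+/+ air 48 hr replicate 2 (adjusted p from 0.0551 to 0.135). In Il10-/- mice it was lost at 48 hr without O3 48 hr replicate 2 (adjusted p = 0.156) and at 72 hr without O3 72 hr replicate 2 or 3 (adjusted p of 0.0523 and 0.0962). Without Il10-/- O3 24 hr replicate 1 or 3, Il1rn passed at 72 hr in Il10-/- mice (adjusted p = 0.0237 for each).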

Several genes identified in this analysis (e.g., *Il6*, *Il1ra*, *Il1*) contribute to O_3_-induced pulmonary inflammation in mice (Figure 4).

Other identified genes represent novel targets for O_3_-induced inflammation. For example, both gene expression analyses identified *Ctse* as differentially expressed between genotypes after exposure to O_3_. 

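Ctse, an aspartic protease, had a higher mean level in Il10-/- than in Il10+/+ mice at each exposure. Its log2 level in Il10+/+ mice was 5.93 ± 0.29 (SD, n = 4 arrays) in air and 5.40 ± 0.288, 5.76 ± 0.227, and 5.91 ± 0.181 (SD, n = 3 each) at 24, 48, and 72 hr of O3. Its level in Il10-/- mice was 7.66 ± 1.457 (SD, n = 4) in air, with the library labelled Il10-/- air 48 hr replicate 1 at the level of Il10+/+ mice. It was 8.56 ± 0.592 (SD, n = 2) at 24 hr, 8.21 ± 0.081 (SD, n = 3) at 48 hr, and 8.75 ± 0.371 (SD, n = 3) at 72 hr. In limma, the genotypes differed in Ctse by 3.15 (standard error 0.55, adjusted p = 0.00965) at 24 hr, 2.46 (adjusted p = 0.194) at 48 hr, 2.84 (adjusted p = 0.0423) at 72 hr, and 1.73 (adjusted p = 0.242) in air. Without that library, which was doubted for its level at Ctse among other genes, the difference in air is raised by construction, to 2.43 (adjusted p = 2.65e-06). The mean response to O3 differed between the genotypes by 1.08 (standard error 0.52, adjusted p = 1), and the change from air within Il10-/- mice at 72 hr was 1.09 (adjusted p = 0.178). Over 26 arrays, the difference over O3 was 3.31 (standard error 0.48, adjusted p = 0.00198), and Ctse had a value of 13.04 on Il10-/- O3 24 hr replicate 2. The other Ctse probe set had a genotype difference over O3 of 0.05 (adjusted p = 0.962 over all probe sets).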

*Ctse* is a an intracellular aspartic protease that is found in immune system cells such as dendritic cells and macrophages and has been implicated in major histocompatibility complex (MHC) class II pathway antigen processing (e.g., Zaidi and Kalbacher 2008). Although *Ctse* has not been associated with O_3_-induced inflammation, MHC class II molecules have been implicated recently in the PMN response to O_3_ exposure in the mouse (Bauer et al. 2009), and it is plausible that CTSE could also be involved in this pathway. SAA and S100A14 have been implicated in inflammatory processes (e.g., Han et al. 2007) or inflammation-related diseases (Chen et al. 2009) and thus provide a rationale for a role in O_3_-induced inflammation.

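Averaged over the 3 O3 exposure times and compared with air, Socs3 was higher by 1.13 (standard error 0.19, adjusted p = 0.000879) in Il10+/+ mice and by 1.60 (standard error 0.19, adjusted p = 1.82e-05) in Il10-/- mice over 25 arrays. The mean response of Socs3 differed between the genotypes by 0.46 (standard error 0.27, adjusted p = 1). Its level over O3 differed by 0.25 (standard error 0.15, adjusted p = 0.56) between Il10-/- and Il10+/+ mice. Over 26 arrays, the mean change of Socs3 was 1.13 (adjusted p = 0.224) in Il10+/+ and 1.31 (adjusted p = 0.043) in Il10-/- mice.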

Our gene array analysis identified *Socs3* as being induced in response to O_3_, compared with air controls. RT-PCR analyses confirmed O_3_-induced upregulation of *Socs3* and identified a small but statistically significant difference in expression kinetics between *Il10*^+/+^ and *Il10*^−/−^ mice. Members of the SOCS signaling family, including SOCS3, regulate activation and function of STAT3 (Gao and Ward 2007). Emerging data on activation and function of STAT3 and SOCS3 in the lung during acute inflammation suggest that these molecules may regulate pulmonary inflammation (Gao and Ward 2007), and they have specifically been implicated in allergic airway inflammation (Paul et al. 2009). Given that SOCS3 is a proximal mediator associated with IL-10 ligand binding, the role of SOCS3 in O_3_-induced inflammation necessitates further investigation to determine its specific contribution to the adaptive/innate immune response.

The array analysis implicated a number of novel genes for response to O_3_ in *Il10*^+/+^ and *Il10*^−/−^ mice, including *Il33* and *Hat1*. 

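Averaged over the 3 O3 exposure times and over 25 arrays, Il33 was higher than in air by 1.06 (standard error 0.16, adjusted p = 0.000375) in Il10+/+ and by 1.00 (standard error 0.16, adjusted p = 0.000425) in Il10-/- mice, and Hat1 by 0.53 (standard error 0.10, adjusted p = 0.0036) and 0.68 (standard error 0.10, adjusted p = 0.000264). The genotype differences over O3 were 0.04 (adjusted p = 0.94) for Il33 and 0.02 (adjusted p = 0.952) for Hat1. Over 26 arrays, the mean changes of Il33 were 1.06 (adjusted p = 0.334) and 0.66 (adjusted p = 0.378), and those of Hat1 were 0.53 (adjusted p = 0.467) and 0.87 (adjusted p = 0.0378).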

IL-33 is a member of the IL-1 superfamily and is expressed on epithelial cells. This cytokine has been identified in joints of arthritis patients (Palmer et al. 2009) and is implicated in development and regulation of type 2 T-helper cell–dependent immune responses in sites of mucosal immunity, which may suggest a link between innate and adaptive immune responses after O_3_ exposure (Saenz et al. 2008). HAT1, an acetylation enzyme, controls access to DNA transcription by controlling histone protein activation during chromatin assembly (Parthun 2007). Although HAT1 expression has been linked to inflammatory mediators such as interferon-γ and TNF-α (Keslacy et al. 2007), the specific role of HAT1 in response to O_3_ remains unclear.

## Conclusion

This study supports the hypothesis that IL-10 protects against O_3_-induced lung inflammation and identified several potential mechanisms involved in this response. IL-10 deficiency enhanced O_3_-induced neutrophilic inflammation and injury at the centriacinar region of the lung. Results also suggest that in response to O_3_ the effect of IL-10 may be mediated, in part, via modulation of NF-κB, MIP-2, and CD86. Gene array analysis identified three IL-10–mediated expression pathways with genes known previously to be affected by O_3_ and novel genes that may contribute significantly to the pathogenesis of O_3_-induced pulmonary inflammation. The present investigation identified novel molecular mechanisms of pulmonary O_3_ toxicity, which may provide possible therapeutic targets for attenuating the effects of O_3_ in susceptible individuals.

## Figures and Tables

**Figure 1:**
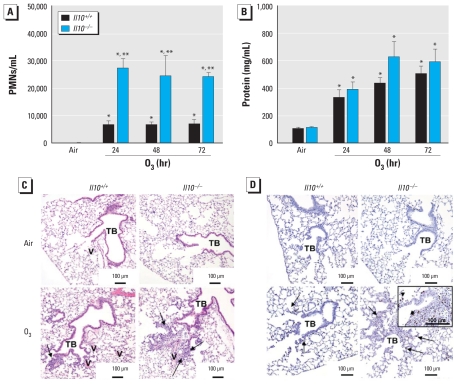
Changes in number of PMNs (*A*) and total protein concentration (*B*) recovered in BALF from *Il10*^+/+^ and *Il10*^−/−^ mice in response to air or 0.3 ppm O_3_ (means ± SE; *n* = 8/group). *p < 0.05, air versus 0.3 ppm O_3_; **p < 0.05, *Il10*^+/+^ versus *Il10*^−/−^. (*C*) H&E staining of 5-μm lung sections from *Il10*^+/+^ and *Il10*^−/−^ mice after air or 0.3 ppm O_3_ (72 hr). Arrows illustrate areas of greatest neutrophilic inflammation, particularly around terminal bronchioles (TB) and blood vessels (V). Sections are representative of mice from each treatment group. (*D*) Ki67 immunostaining of 5-μm lung sections from *Il10*^+/+^ and *Il10*^−/−^ mice after air or 0.3 ppm O_3_ (72 hr). Arrows indicate foci of cellular proliferation (arrows indicate the arrowheads shown in the inset). Sections are representative of mice from each treatment group.

**Figure 2:**
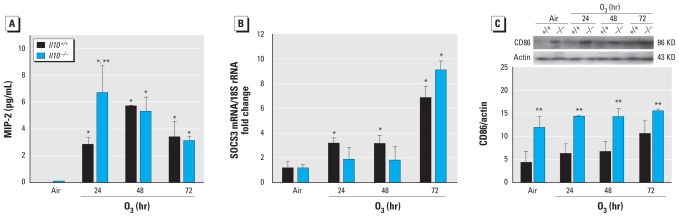
(*A*) MIP-2 protein levels in BALF recovered from *Il10*^+/+^ and *Il10*^−/−^ mice exposed to air and 0.3 ppm O_3_ (means ± SE; *n* = 4 per group). *p < 0.05, air versus O_3_; **p < 0.05, *Il10*^+/+^ versus *Il10*^−/−^. (*B*) *Socs3* mRNA expression in *Il10*^+/+^ and *Il10*^−/−^ mice in response to air or 0.3 ppm O_3_. We determined the ratio of *Socs3* to 18S RNA from whole-lung homogenates from PCR (means ± SE; *n* = 3 per group). *p < 0.05, air versus 0.3 ppm O_3_. (*C*) Lung CD86 protein expression in *Il10*^+/+^ and *Il10*^−/−^ mice exposed to air and 0.3 ppm O_3_ (means ± SE; *n* = 3–5 per group). We detected CD86 expression from whole-lung homogenates by Western blot analysis and reprobed blots with actin for normalization. +*p* < 0.05.

**Figure 3:**
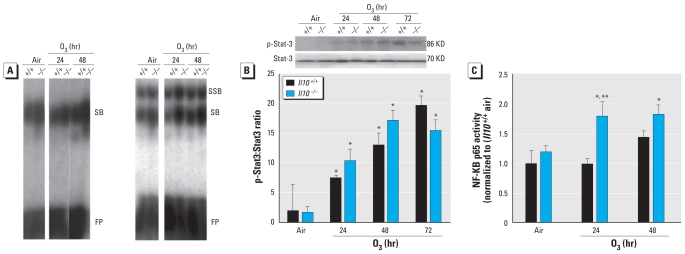
(*A*) EMSA to determine DNA binding activity of total NF-κB (top left) and specific p50 κB (top right) after 0.3 ppm O_3_ in *Il10*^+/+^ and *Il10*^−/−^ mice. Each lane represents nuclear protein pooled from three representative animals of each treatment group and was repeated three times. SB, shifted band; SSB, supershifted band; FP, free probe. Quantified p65 κB determined by ELISA is presented below (means ± SE; *n* = 3 per group). *p < 0.05, air versus 0.3 ppm O_3_; **p < 0.05, *Il10*^+/+^ versus *Il10*^−/−^. (*B*) Phosphorylated STAT3 (p-STAT3) in *Il10*^+/+^ and *Il10*^−/−^ mice in response to air or 0.3 ppm O_3_. We determined the ratio of p-STAT3 to total STAT3 from whole-lung homogenates by Western blot analysis (means ± SE; *n* = 3 per group). *p < 0.05, air versus 0.3 ppm O_3_.

**Figure 4:**
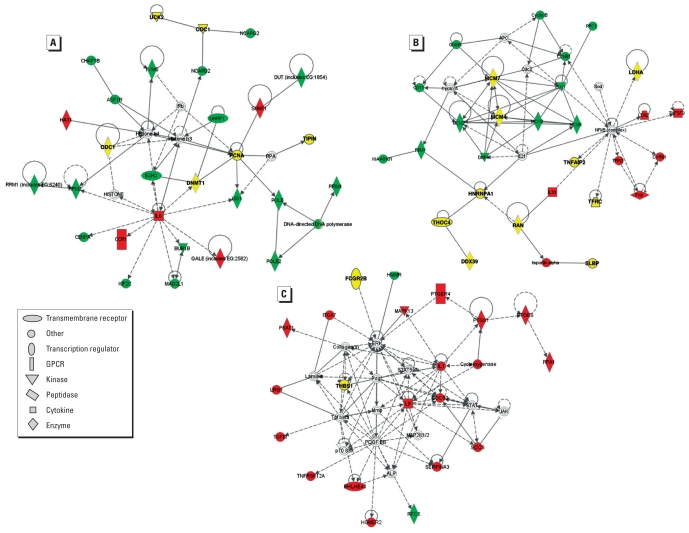
IPA illustrates the three most highly associated networks (*A*–*C*) of IL-10–dependent genes in response to O_3_. Red symbols, genes whose profiles were derived from Supplemental Material Figure 5A [see Supplemental Material, Figure 5, Table 2 (doi:10.1289/ehp.1002182)]; yellow symbols, genes with profiles that followed the pattern illustrated in Supplemental Material Figure 5B (see Supplemental Material, Figure 5, Table 2); green symbols, genes with profiles that differ between *Il10*^+/+^ and *Il10*^−/−^ mice [see Supplemental Material, Figure 5D, Table 2 (doi:10.1289/ehp.1002182)]. Gene abbreviations are identified in Supplemental Material, Table 2. GPCR, G-protein–coupled receptor.

## References

[b1-ehp-118-1721] Akdis CA, Joss A, Akdis M, Blaser K (2001). Mechanism of IL-10-induced T cell inactivation in allergic inflammation and normal response to allergens. Int Arch Allergy Immunol.

[b2-ehp-118-1721] American Physiological Society (2002). Appendix C. Guiding Principles for Research Involving Animals and Human Beings. Recommendations From The Revised Declaration of Helsinki by the World Medical Association Regarding Human Subjects.

[b3-ehp-118-1721] Bauer AK, Travis EL, Malhotra SS, Rondini EA, Walker C, Cho HY (2009). Identification of novel susceptibility genes in ozone-induced inflammation in mice. Eur Respir J.

[b4-ehp-118-1721] Berlato C, Cassatella MA, Kinjyo I, Gatto L, Yoshimura A, Bazzoni F (2002). Involvement of suppressor of cytokine signaling-3 as a mediator of the inhibitory effects of IL-10 on lipopolysaccharide-induced macrophage activation. J Immunol.

[b5-ehp-118-1721] Bhalla DK, Reinhart PG, Bai C, Gupta SK (2002). Amelioration of ozone-induced lung injury by antitumor necrosis factor-alpha. Toxicol Sci.

[b6-ehp-118-1721] Chatterjee R, Batra J, Kumar A, Mabalirajan U, Nahid S, Niphadkar PV (2005). Interleukin-10 promoter polymorphisms and atopic asthma in North Indians. Clin Exp Allergy.

[b7-ehp-118-1721] Chen H, Yu D, Luo A, Tan W, Zhang C, Zhao (2009). Functional role of S100A14 genetic variants and their association with esophageal squamous cell carcinoma. Cancer Res.

[b8-ehp-118-1721] Cho HY, Morgan DL, Bauer AK, Kleeberger SR (2007). Signal transduction pathways of tumor necrosis factor--mediated lung injury induced by ozone in mice. Am J Respir Crit Care Med.

[b9-ehp-118-1721] Cho HY, Zhang LY, Kleeberger SR (2001). Ozone-induced lung inflammation and hyperreactivity are mediated via tumor necrosis factor-alpha receptors. Am J Physiol Lung Cell Mol Physiol.

[b10-ehp-118-1721] Corry DB (2002). Emerging immune targets for the therapy of allergic asthma. Nat Rev Drug Discov.

[b11-ehp-118-1721] Cunha FQ, Moncada S, Liew FY (1992). Interleukin-10 (IL-10) inhibits the induction of nitric oxide synthase by interferon-gamma in murine macrophages. Biochem Biophys Res Commun.

[b12-ehp-118-1721] Depuydt PO, Lambrecht BN, Joos GF, Pauwels RA (2002). Effect of ozone exposure on allergic sensitization and airway inflammation induced by dendritic cells. Clin Exp Allergy.

[b13-ehp-118-1721] Ding L, Linsley PS, Huang LY, Germain RN, Shevach EM (1993). IL-10 inhibits macrophage costimulatory activity by selectively inhibiting the up-regulation of B7 expression. J Immunol.

[b14-ehp-118-1721] Donnelly RP, Dickensheets H, Finbloom DS (1999). The interleukin-10 signal transduction pathway and regulation of gene expression in mononuclear phagocytes. J Interferon Cytokine Res.

[b15-ehp-118-1721] Driscoll KE, Simpson L, Carter J, Hassenbein D, Leikauf GD (1993). Ozone inhalation stimulates expression of a neutrophil chemotactic protein, macrophage inflammatory protein 2. Toxicol Appl Pharmacol.

[b16-ehp-118-1721] Fakhrzadeh L, Laskin JD, Laskin DL (2002). Deficiency in inducible nitric oxide synthase protects mice from ozone-induced lung inflammation and tissue injury. Am J Respir Cell Mol Biol.

[b17-ehp-118-1721] Flores Villanueva PO, Reiser H, Stadecker MJ (1994). Regulation of T helper cell responses in experimental murine schistosomiasis by IL-10. Effect on expression of B7 and B7–2 costimulatory molecules by macrophages. J Immunol.

[b18-ehp-118-1721] Gao H, Ward PA (2007). STAT3 and suppressor of cytokine signaling 3: potential targets in lung inflammatory responses. Expert Opin Ther Targets.

[b19-ehp-118-1721] Han CY, Subramanian S, Chan CK, Omer M, Chiba T, Wight TN (2007). Adipocyte-derived serum amyloid A3 and hyaluronan play a role in monocyte recruitment and adhesion. Diabetes.

[b20-ehp-118-1721] Higgins SC, Lavelle EC, McCann C, Keogh B, McNeela E, Byrne P (2003). Toll-like receptor 4-mediated innate IL-10 activates antigen-specific regulatory T cells and confers resistance to Bordetella pertussis by inhibiting inflammatory pathology. J Immunol.

[b21-ehp-118-1721] Huaux F, Louahed J, Hudspith B, Meredith C, Delos M, Renauld JC (1998). Role of interleukin-10 in the lung response to silica in mice. Am J Respir Cell Mol Biol.

[b22-ehp-118-1721] Inoue H, Aizawa H, Nakano H, Matsumoto K, Kuwano K, Nadel JA (2000). Nitric oxide synthase inhibitors attenuate ozone-induced airway inflammation in guinea pigs. Possible role of interleukin-8. Am J Respir Crit Care Med.

[b23-ehp-118-1721] Institute of Laboratory Animal Resources (1996). Guide for the Care and Use of Laboratory Animals.

[b24-ehp-118-1721] Jakab GJ, Spannhake EW, Canning BJ, Kleeberger SR, Gilmour MI (1995). The effects of ozone on immune function. Environ Health Perspect.

[b25-ehp-118-1721] Jerrett M, Burnett RT, Pope CA, Ito K, Thurston G, Krewski D (2009). Long-term exposure to ozone and mortality. N Engl J Med.

[b26-ehp-118-1721] Johnston RA, Schwartzman IN, Flynt L, Shore SA (2005). Role of interleukin-6 in murine airway responses to ozone. Am J Physiol Lung Cell Mol Physiol.

[b27-ehp-118-1721] Keslacy S, Tliba O, Baidouri H, Amrani Y (2007). Inhibition of tumor necrosis factor-alpha-inducible inflammatory genes by interferon-gamma is associated with altered nuclear factor-kappaB transactivation and enhanced histone deacetylase activity. Mol Pharmacol.

[b28-ehp-118-1721] Kleeberger SR, Reddy SP, Zhang LY, Cho HY, Jedlicka AE (2001). Toll-like receptor 4 mediates ozone-induced murine lung hyperpermeability via inducible nitric oxide synthase. Am J Physiol Lung Cell Mol Physiol.

[b29-ehp-118-1721] Koike E, Kobayashi T, Shimojo N (2001). Ozone exposure enhances expression of cell-surface molecules associated with antigen-presenting activity on bronchoalveolar lavage cells in rats. Toxicol Sci.

[b30-ehp-118-1721] Lang R, Patel D, Morris JJ, Rutschman RL, Murray PJ (2002). Shaping gene expression in activated and resting primary macrophages by IL-10. J Immunol.

[b31-ehp-118-1721] Laskin DL, Fakhrzadeh L, Heck DE, Gerecke D, Laskin JD (2002). Upregulation of phosphoinositide 3-kinase and protein kinase B in alveolar macrophages following ozone inhalation. Role of NF-kappaB and STAT-1 in ozone-induced nitric oxide production and toxicity. Mol Cell Biochem.

[b32-ehp-118-1721] McConnell R, Berhane K, Gilliland F, London SJ, Islam T, Gauderman WJ (2002). Asthma in exercising children exposed to ozone: a cohort study. Lancet.

[b33-ehp-118-1721] Mudway IS, Kelly FJ (2000). Ozone and the lung: a sensitive issue. Mol Aspects Med.

[b34-ehp-118-1721] Neuhaus-Steinmetz U, Uffhausen F, Herz U, Renz H (2000). Priming of allergic immune responses by repeated ozone exposure in mice. Am J Respir Cell Mol Biol.

[b35-ehp-118-1721] Palmer G, Talabot-Ayer D, Lamacchia C, Toy D, Seemayer CA, Viatte S (2009). Inhibition of interleukin-33 signaling attenuates the severity of experimental arthritis. Arthritis Rheum.

[b36-ehp-118-1721] Parthun MR (2007). Hat1: the emerging cellular roles of a type B histone acetyltransferase. Oncogene.

[b37-ehp-118-1721] Paul B, Mishra V, Chaudhury B, Awasthi A, Das AB, Saxena U (2009). Status of Stat3 in an ovalbumin-induced mouse model of asthma: analysis of the role of Socs3 and IL-6. Int Arch Allergy Immunol.

[b38-ehp-118-1721] Plopper CG, Hatch GE, Wong V, Duan X, Weir AJ, Tarkington BK (1998). Relationship of inhaled ozone concentration to acute tracheobronchial epithelial injury, site-specific ozone dose, and glutathione depletion in rhesus monkeys. Am J Respir Cell Mol Biol.

[b39-ehp-118-1721] Reinhart PG, Gupta SK, Bhalla DK (1999). Attenuation of ozone-induced lung injury by interleukin-10. Toxicol Lett.

[b40-ehp-118-1721] Saadane A, Soltys J, Berger M (2005). Role of IL-10 deficiency in excessive nuclear factor-kappaB activation and lung inflammation in cystic fibrosis transmembrane conductance regulator knockout mice. J Allergy Clin Immunol.

[b41-ehp-118-1721] Saenz SA, Taylor BC, Artis D (2008). Welcome to the neighborhood: epithelial cell-derived cytokines license innate and adaptive immune responses at mucosal sites. Immunol Rev.

[b42-ehp-118-1721] Schippers EF, van ‘t Veer C, van Voorden S, Martina CA, Huizinga TW, le Cessie S (2005). IL-10 and toll-like receptor-4 polymorphisms and the in vivo and ex vivo response to endotoxin. Cytokine.

[b43-ehp-118-1721] Soltys J, Bonfield T, Chmiel J, Berger M (2002). Functional IL-10 deficiency in the lung of cystic fibrosis (cftr(−/−)) and IL-10 knockout mice causes increased expression and function of B7 costimulatory molecules on alveolar macrophages. J Immunol.

[b44-ehp-118-1721] Spight D, Zhao B, Haas M, Wert S, Denenberg A, Shanley TP (2005). Immunoregulatory effects of regulated, lung-targeted expression of IL-10 in vivo. Am J Physiol Lung Cell Mol Physiol.

[b45-ehp-118-1721] Standiford TJ, Strieter RM, Lukacs NW, Kunkel SL (1995). Neutralization of IL-10 increases lethality in endotoxemia. Cooperative effects of macrophage inflammatory protein-2 and tumor necrosis factor. J Immunol.

[b46-ehp-118-1721] Tarzi M, Klunker S, Texier C, Verhoef A, Stapel SO, Akdis CA (2006). Induction of interleukin-10 and suppressor of cytokine signalling-3 gene expression following peptide immunotherapy. Clin Exp Allergy.

[b47-ehp-118-1721] Toward TJ, Broadley KJ (2002). Airway function, oedema, cell infiltration and nitric oxide generation in conscious ozone-exposed guinea-pigs: effects of dexamethasone and rolipram. Br J Pharmacol.

[b48-ehp-118-1721] Zaidi N, Kalbacher H (2008). Cathepsin E: a mini review. Biochem Biophys Res Commun.

How the deposited data were processed for this re-analysis (not part of the article)

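Gene expression was measured in left lungs of male Il10+/+ and Il10-/- mice on 26 Affymetrix 430A arrays, in 8 groups of genotype and exposure with 0.3 ppm O3. The authors made the deposited log2 values from the arrays' intensity files with the Robust Multichip Average method in RMAExpress (background correction, quantile normalization and summary by median polish); the version is not given, and the paper's text states no filter. The values were used as deposited. The number of arrays limits the precision, and no measure of background per probe set was used.
Genes were named with the platform's annotation of 2016. Probe sets with several symbols (691) or not listed there (1606, among them 64 controls) were left out, and of the 4958 genes with over 1 probe set the one with the highest mean over all arrays was used. In none of the comparisons of 2 groups below, over 25 or 26 arrays, was a gene called in opposite directions by its probe sets. Chromosomes are those of GRCm38.p6.
Groups were compared with limma 3.58.1 in R 4.3.3 in 1 model with a mean for each group, air of 24 and 48 hr pooled within a genotype, and empirical Bayes moderation. The comparisons were O3 against air at each time and over the 3 times in each genotype, Il10-/- against Il10+/+ mice in air, over O3 and at each O3 time, the genotype difference in the mean O3 response, and the F test of the interaction of genotype and exposure. P-values were adjusted by the Benjamini-Hochberg method over the 12394 genes, with a threshold of 0.05. Gene lists were written before the data were examined; of 29 lists, the 27 with at least 5 measured genes were tested with camera at its preset correlation of 0.01 and, as an alternative, with an estimated correlation. K-means with 6 clusters, 50 starts and a fixed seed was run on group means of the genes past an adjusted p of 0.01 in the F test among groups. Arrays were clustered by average linkage on 1 minus Pearson's r. The share of chromosome 1 was tested with a two-sided Fisher's exact test against all genes tested. The methods' two-way analysis of variance was run on the same values at their p of 0.01.
The genes named are those the paper names; for each comparison, the 10 largest higher and 10 largest lower among genes past the threshold whose arrays do not overlap between the groups compared; and the 4 largest members of each list past the threshold. This rule was fixed before the data were examined. Sftpb, Sftpc and Cd79a were named after their values were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.
The steps were tested on simulated data with 50 genes changed at each size. Over 25 arrays, 96% of genes changed by 1 on the log2 scale were recovered for O3 at 48 hr in Il10+/+ mice, 100% between genotypes over O3, and 90% at 24 hr in Il10-/- mice; over 26 arrays these were 72%, 92% and 62%. At a change of 0.5 they were 58%, 74% and 34% over 25 arrays and 40%, 76% and 36% over 26. Of 100 genes given an interaction of 2 on the log2 scale, 96 were recovered, with 10 unchanged genes called. These shares need not hold at 24 hr in Il10-/- mice. The 2 arrays left there had the highest joins of the 25, at 0.0230 and 0.0203. With only the arrays compared, 0 genes passed there.
The alternatives tried were air of the same exposure time, the replicate number as a block, only the arrays compared, array weights, the letter c that ends the source name of 5 arrays as a covariate, the genes lowest in mean (a share of 0.3333) left out, median centring of each array, the mean of a gene's probe sets, a 2-fold minimum, leaving out each array in turn, and other numbers of clusters. The letter c marks Il10-/- air 24 hr replicate 1, air 48 hr replicates 1 and 2 and O3 24 hr replicate 1. It also marks Il10+/+ O3 72 hr replicate 3. In air the letter therefore goes largely with genotype, and in Il10-/- mice largely with air. The 25-array set and everything computed on it were chosen after seeing the data.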

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

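The tests of the array apart and of the library at odds with its label, and those of the genotype differences over 25 and 24 arrays, were chosen only after the results were seen; those of the genotype differences over 26 arrays were chosen before.

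On the array of Il10-/- O3 24 hr replicate 2, B cell markers were higher than the mean of the other 2 arrays of its group by a median of 4.73, a signal in an array that stands apart in clustering and that the paper's text does not describe. Degraded RNA is argued against by the log2 difference between the 3' and 5' control probe sets of actin, 0.525, which lay within the 0.156 to 0.821 of the other 25 arrays, as that of Gapdh did (0.564 within -0.0133 to 0.801). A response to O3 at 24 hr in Il10-/- mice is argued against by the 1358 genes changed over 4-fold from Il10-/- air on this array, of which the other 2 arrays of the group showed a median of 2.15% of the change (quartiles -3.49% and 10.0%). RNA of another tissue in place of lung is a candidate explanation, since alveolar type 2 markers were lower by a median of -7.69 while markers of lymphocytes, and 3 of 4 red blood cell genes, were higher. Which tissue this may be, and whether it replaced lung fully, was not tested.

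In Il10-/- mice in air, the Il10 value of the library labelled Il10-/- air 48 hr replicate 1 lay far from the other 3, with a gap of 0.850 of the group's range, and at 81.25% of the 16 genes that separated the genotypes on the O3 arrays this library was nearer to the Il10+/+ air arrays. A swap with an Il10+/+ air array of the series is argued against, since the highest Il10 value of those arrays was 4.25 and the lowest of the other 3 Il10-/- air arrays was 6.29, and so is an effect of 48 hr in the chamber, since the other Il10-/- air 48 hr array had a value of 6.72. Both tests first used the share of the 16 genes and gave no decision, at 75% for the lowest Il10+/+ air array and 31.25% for the other Il10-/- air 48 hr array; the tests on Il10 replaced them after those values were seen. A single wrong genotype label, or a swap with a mouse outside the series, is a candidate explanation and stays open, as does a mouse with another background around these genes. Of the 16 genes, 11 did not overlap in air between the other 3 Il10-/- arrays and the 4 Il10+/+ arrays. At 10 of these 11 this library was nearer to Il10+/+. The array closest to this library over all probe sets was Il10-/- air 24 hr replicate 1 (r of 0.996, across probe sets, which are not independent). That says little about genotype, since Il10-/- air 24 hr replicate 2 was closest to Il10+/+ air 48 hr replicate 2 (r of 0.992).

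Over the 3 O3 times, 71 genes that the paper's text does not name differed between the genotypes over 25 arrays, and chromosome 1, which holds Il10, had more of the called genes than its share of genes tested. A response to O3 that differs between the genotypes was not decided. The difference in air was a median of 68.2% of that over O3 for the 18 called chromosome 1 genes and 55.0% for those elsewhere over 25 arrays, and 40.4% for all 23 genes over 26 arrays. Over 26 arrays, for which the bounds were set before, the 40.4% lies between the 20% and 50% of the 2 outcomes. The 2 parts lay apart there, at 56.8% on chromosome 1 (quartiles 21.2% and 69.5%) and 25.4% elsewhere (quartiles -12.5% and 57.4%). Both ranges hold the 50%, so the split was not decisive. Over 25 arrays the medians lie over that 50%, and the bound used was one on the lower quartile, set afterwards; with lower quartiles of 22.9% elsewhere and 47.6% on chromosome 1, the medians do not pass 50% by more than their spread. With the library at odds with its label also left out (24 arrays), the difference in air of the chromosome 1 genes was a median of 92.5% of that over O3, which decides nothing, since that library was doubted for its level at genotype genes, many of them on chromosome 1. DNA of the donor strain of the Il10-/- line around Il10, if backcrossing left it, is a candidate explanation for the chromosome 1 genes. The odds ratios were 10.7 over 26 and 5.04 over 25 arrays. With single arrays left out, the former lay between 1.70 (without Il10-/- O3 24 hr replicate 3) and 26.6 (without Il10+/+ O3 72 hr replicate 2). The latter lay between 1.69 (without Il10-/- O3 24 hr replicate 3) and 7.65 (without Il10-/- O3 48 hr replicate 2), and was 2.04 without Il10-/- O3 24 hr replicate 1. Il10 is itself 1 of the 18, and without it the odds ratios were 9.52 and 4.76. Of the other 17, 4 lay within 20 Mb of Il10, where 126 other genes were tested (odds ratio 5.46, two-sided Fisher's exact test, p = 0.00784), and 13 lay farther off. This odds ratio ranged from 2.13 and 2.52 (without Il10-/- O3 24 hr replicate 3 or 1) and 2.77 (without Il10-/- O3 48 hr replicate 1) to 8.04 when single arrays were left out. Its p was over 0.05 (up to 0.145) without any 1 of 13 arrays: Il10+/+ air 24 hr replicate 1 or 2, air 48 hr replicate 2, O3 24 hr replicate 2 or 3, O3 48 hr replicate 2 or 3, or O3 72 hr replicate 1 or 3, or Il10-/- air 24 hr replicate 2, O3 48 hr replicate 1, or O3 72 hr replicate 1 or 2. Variants of that strain in the probe sequences were not tested. For genes elsewhere, such as Nnt on chromosome 13, a difference in background between the lines was not tested either. The loss of IL-10 itself stays open for genes anywhere.

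The array Il10-/- air 24 hr replicate 2 had a lower median r with its group (0.988) than the other 3 arrays, with a gap of 0.884 of the range. Of 46 groups of values searched for a far array, 2 passed the critical value, and chance gives about 1 in 20. Gene lists differed between the genotypes in their response to O3, 14 over 25 arrays and 17 over 26 by camera with its preset correlation, and 1 of each with an estimated correlation; neutrophil markers did so with either, with a median difference of 0.767 over 25 arrays.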

How the results depend on the processing

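The alternatives over 26 arrays were chosen before the data were examined, and the set of 25 arrays with all its alternatives and divisions only after.

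Counts of genes called depended on which arrays were used. Of the genes named, none reversed in direction under the alternatives read for single genes, and 11914 values kept their side of the threshold, 847 lost it and 38 gained it over 25 arrays (7805, 1108 and 91 over 26). The differences over O3 of Ctse, Wdfy1, Il1b, Saa3, Nnt, Pam, Ccr1 and Il10 over 25 arrays stayed past the adjusted p threshold with the replicate block, the mean of probe sets, only the arrays compared, and without each array of the 25; the other alternatives were not read for single genes, Il1b and Ccr1 are under 2-fold, and over 26 arrays Saa3 and Pam did not pass. No measure of background was used here, so how far changes at low signal are compressed is not known. With all counts below, the cause of a change was not tested, except that a 2-fold minimum and a lower number of genes tested act by construction. Where leaving out an array left 1 array in a group, that array was assumed to vary like the other groups. The share of chromosome 1 in air has no odds ratio, with 1 gene called. Air of the same exposure time gave no value at 72 hr.

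Over 25 arrays, air of the same exposure time gave 2 and 182 genes at 24 and 48 hr in Il10+/+ mice and 54 and 371 in Il10-/- mice. With the replicate number as a replicate block, 3 genes differed in air and 2 in the mean response. Array weights gave 75, 2058 and 1613 genes at 24, 48, and 72 hr in Il10+/+ mice, 0, 1649 and 1670 in Il10-/- mice, 110 in air, 1 in the mean response and 1 for the interaction. The mark c as a covariate gave 425 and 1164 genes at 24 and 72 hr in Il10-/- mice and 0 in air. Leaving out the genes lowest in mean gave 10 genes at 24 hr in Il10+/+ mice and 1 list in air and 7 in the response. The mean of probe sets gave 3 genes and 2 lists in air and 9 lists in the response. Only the arrays compared gave 0 genes at 24 hr in Il10-/- mice and 0 in air. Over O3, 33 genes higher and 46 lower became 59 and 25 with median centring, 30 and 25 with the mean of probe sets and 34 and 30 with only the arrays compared. A 2-fold minimum gave 3, 99 and 117 genes in Il10+/+ mice, 61, 144 and 117 in Il10-/- mice and 14 between genotypes over O3. The methods' two-way analysis of variance, unadjusted, gave 667 genes for genotype and 99 for the interaction; adjusted, it gave 27 for genotype, 5 of them over 2-fold higher. An estimated correlation left 3 lists changed by O3 in Il10+/+ mice, 6 in Il10-/- mice, 2 between genotypes over O3, 0 in air and 1 in the response. On the 1000 most variable probe sets, the lowest median r of an array with its group was 0.864.

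Over 26 arrays, air of the same exposure time gave 0 genes at 48 hr in Il10+/+ mice and 7 and 10 at 24 and 48 hr in Il10-/- mice. The replicate block gave 11 genes at 72 hr in Il10+/+ mice, 1167 at 24 hr in Il10-/- mice, 3 in air, 2 in the mean response and 1 for the interaction. Replicate numbers were not taken to pair the arrays, since not every pair with the same number had an r of residuals over 0.1: 42 of 101 did, and 31 of 194 pairs with different numbers, with medians of 0.0878 and -0.0593 (over 25 arrays 42 of 92 and 30 of 180, with medians of 0.0951 and -0.0654). The numbers are those of the sample titles, and some source names carry other numbers, so whether a number marks anything shared is not known. Array weights gave 66, 2003 and 1547 genes in Il10+/+ mice, 23, 1597 and 1599 in Il10-/- mice, 91 in air, 217 over O3, 1 in the mean response and 1 for the interaction. The mark c gave 22 and 1 genes at 48 and 72 hr in Il10+/+ mice, 303 and 157 at 24 and 72 hr in Il10-/- mice and 0 in air. Leaving out the genes lowest in mean gave 10 genes at 48 hr in Il10+/+ mice, median centring 17, and the mean of probe sets 19 and 11 lists in the response. Only the arrays compared gave 9, 440 and 583 genes in Il10+/+ mice, 0, 581 and 796 in Il10-/- mice and 0 in air. A 2-fold minimum gave 11 genes at 72 hr in Il10+/+ mice, 188, 33 and 21 in Il10-/- mice and 10 over O3. The two-way analysis, unadjusted, gave 340 genes for genotype and 80 for the interaction; adjusted, it gave 8 and, over 2-fold higher, 4. An estimated correlation left 0 lists changed by O3 in either genotype, 1 over O3, 0 in air and 1 in the response. Clusters that differed by over 1 held 19 genes with 4 clusters and 3 with 10, and the lowest median r of an array with its group on the 1000 most variable probe sets was -0.308.

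Leaving out each array in turn over 25 arrays gave 0 to 15, 171 to 714 and 189 to 672 genes at 24, 48, and 72 hr in Il10+/+ mice, 161 to 1593, 427 to 1142 and 273 to 1188 in Il10-/- mice, 0 to 18 in air, 35 to 857 over O3, 9 to 13 over 2-fold higher, 0 to 20 in the mean response and 0 to 369 for the interaction. Lists ranged from 9 to 12 and 11 to 14 for O3 in Il10+/+ and Il10-/- mice, 5 to 12 over O3, 1 to 8 in air and 7 to 15 in the response, and the odds ratio of chromosome 1 from 1.69 to 7.65. Over 26 arrays these were 0 to 6, 0 to 460 and 1 to 391 genes in Il10+/+ mice, 103 to 4127, 13 to 785 and 8 to 728 in Il10-/- mice, 0 to 5 in air, 12 to 382 over O3, 7 to 11 over 2-fold higher, 0 to 0 in the mean response and 0 to 204 for the interaction, 6 to 11, 10 to 16, 7 to 19, 1 to 4 and 9 to 18 lists, and odds ratios of 1.70 to 26.6. The highest counts of genes came without 1 of the Il10-/- O3 24 hr arrays, except in air over 26 arrays (5, without the library labelled Il10-/- air 48 hr replicate 1) and in the mean response over 26 arrays. In air, the count over 25 arrays was 16 without the library labelled Il10-/- air 48 hr replicate 1 and 18 without Il10-/- O3 24 hr replicate 1 or 3, 3 without Il10+/+ air 48 hr replicate 2, and 0 without any 1 of the 4 air 24 hr arrays or Il10-/- air 48 hr replicate 2. The mean response gave 20 genes without Il10-/- O3 24 hr replicate 3. Lists in air were 1 without Il10+/+ air 24 hr replicate 2 and 8 without Il10+/+ air 48 hr replicate 1, and lists in the response were 7 without Il10+/+ air 24 hr replicate 2.

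Other divisions of the arrays into groups of the same sizes were tried, all 35 for O3 against air and for genotype in air and 100 drawn for the other comparisons. Over 26 arrays, no other division called as many genes for O3 in either genotype at 48 or 72 hr (1 of 35). That is the lowest share that 35 divisions can give, so it argues against chance without excluding it. The counts were 6 genes (highest other 0) and 17 (0) in Il10+/+ mice and 97 (3) and 47 (0) in Il10-/- mice. For genotype over O3 (23 and 0) and over 2-fold (8 and 0), no other division called as many genes either (1 of 100). For genotype in air no other division called a gene (1 of 35, 1 and 0). That count fell to 0 with only the arrays compared, with the mark c, and without Il10+/+ air 24 hr replicate 1. The division therefore says little in air. The 6 genes at 48 hr in Il10+/+ mice also fell to 0 without Il10+/+ air 24 hr replicate 1. The division therefore says little about these 6 either. At 24 hr in Il10-/- mice no other division called as many genes (1 of 35), but 1 called 670 against the real 695; the group holds the array that stands apart, and the count was 259 without it, 23 with array weights and 0 with only the arrays compared, so the division says little about O3. Counts of 0 in limma cannot be tested in this way, since every division calls at least as many genes: at 24 hr in Il10+/+ mice (35 of 35, 317 genes at an unadjusted p under 0.05), in the mean response (100 of 100, highest other 1, 353 genes) and for the interaction (100 of 100, 452 genes). Over 25 arrays, no other division called as many genes at 48 and 72 hr in Il10+/+ mice (460 and 91, 391 and 73). None did at these times in Il10-/- mice (785 and 335, 728 and 150), over O3 (79 and 19) or over 2-fold (10 and 0). In air, other divisions called as many (4 of 35, 1 gene and 1). At 24 hr in Il10+/+ mice no other division called as many genes (1 of 35), but another called 4 against the real 6. That count fell to 0 without Il10+/+ O3 24 hr replicate 1, so the division says little there. The counts of 0 for the interaction (100 of 100, highest other 2, 417 genes at an unadjusted p under 0.05) and in the mean response (100 of 100, 504 genes) again cannot be tested so. In the mean response another division called 608 genes, and what its arrays share was not tested. At 24 hr in Il10-/- mice 2 arrays are left and the divisions were not counted.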

Differences from the paper's values

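The alternatives over 26 arrays were set before the data were examined, and those over 25 arrays were chosen after seeing the data.

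The paper used a list of 165 genes in its pathway analysis of an interaction between strain and treatment, and for the interaction limma called 0 over 26 arrays at an adjusted p under 0.05 (452 at an unadjusted p under 0.05). The paper left out 1 Il10-/- O3 24 hr array, so the 26 arrays are not its set. Limma called 0 over the 25 arrays too, and whether these are the paper's is not known, since it does not name the array. How the list was chosen is in its supplement, which is not among the files, so the 2 numbers need not count the same genes. Its text gives a p under 0.01 for the two-way analysis of variance and does not tie that threshold to the list. Unadjusted, that analysis gave 80 genes for the interaction over 26 arrays, where chance alone gives about 124. Of the alternatives set before the data were examined, leaving out Il10-/- O3 24 hr replicate 3 gave 204 genes, within 1.5 times the paper's number. That set keeps replicate 2, the array that stands apart, as 1 of 2 in its group. The count is at limma's adjusted p under 0.05, not at the p under 0.01 of the paper's two-way analysis. The others did not come within 1.5 times the paper's number. The unadjusted two-way analysis gave the 80 named above, and leaving out Il10-/- O3 24 hr replicate 1 gave 74. The replicate block and array weights each gave 1. The rest gave 0, the adjusted two-way analysis among them. The 25 arrays, chosen after seeing the values, gave 99 genes in the unadjusted two-way analysis, 78 in limma without Il10-/- O3 24 hr replicate 1 and 369 without replicate 3; the paper's list of genes is not in its text, so shared genes could not be counted.

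The paper reports that Il10 mRNA, measured by RT-PCR, was 4.4-fold higher after O3 at 24 hr in Il10+/+ mice, and the array value was 1.01-fold over 26 arrays. No alternative set before the data were examined came within 1.5 times the paper's value, with folds from 0.974 to 1.07. The Il10 values of Il10+/+ mice, 3.92 to 4.25, lie near the lowest values of the arrays (up to 3.41 per array) and were not shown to be above background, so this fold says little about Il10 mRNA. In Il10-/- mice the paper's RT-PCR detected no Il10 mRNA, and the array's Il10 probe set was higher there than in Il10+/+ mice over O3, by 3.19 (standard error 0.26, adjusted p = 4.23e-07) over 25 arrays and 3.08 (standard error 0.26, adjusted p = 1.78e-06) over 26. With the Il10+/+ values not shown to be above background, these differences give a direction and not an exact size. The part of Il10 that this probe set covers is not given in the files.

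The paper names 6 genes as over 2-fold higher in Il10-/- mice. Of these, 5 were past the threshold and over 2-fold over 25 arrays, and 3 (Ctse, Wdfy1 and Nnt) over 26; Il1b was past the threshold in both and under 2-fold, at 0.88 and 0.85 on the log2 scale. Saa3 and Pam had adjusted p-values of 0.0669 and 0.0705 over 26 arrays. These differences are means over the 3 O3 times. The paper's text does not say whether its fold is such a mean, so the 2 need not be alike. The paper's RT-PCR gave greater S100a14 in Il10-/- than in Il10+/+ mice after O3, and the arrays gave a difference over O3 of 0.23 (standard error 0.17, adjusted p = 0.654) over 25 and 0.05 (standard error 0.21, adjusted p = 0.948) over 26 arrays.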

Other observations

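Retnla, Lcn2, Tnc, Slc26a4, Mt2 and Txnrd1 rose with O3 in both genotypes over 25 arrays, a set chosen after seeing the data. Retnla, a marker of alternatively activated macrophages, rose by 2.68 (standard error 0.29, adjusted p = 1.34e-05) at 48 hr in Il10+/+ and 2.93 (standard error 0.29, adjusted p = 1.98e-06) in Il10-/- mice, and Lcn2, which binds bacterial siderophores, by 1.33 (adjusted p = 0.000522) and 2.21 (adjusted p = 9.39e-07). Tnc, an extracellular matrix glycoprotein of repair, rose by 2.54 (adjusted p = 0.0025) and 2.40 (adjusted p = 0.00251), and Slc26a4, an anion transporter of airway epithelium, by 2.21 (adjusted p = 0.000254) and 2.19 (adjusted p = 0.000153). Over the 3 times, Mt2, a metallothionein, was higher by 1.37 (adjusted p = 0.00333) in Il10+/+ and 1.76 (adjusted p = 0.000229) in Il10-/- mice, and Txnrd1, thioredoxin reductase, by 0.44 (adjusted p = 0.000532) and 0.56 (adjusted p = 3.35e-05). Over 26 arrays, Lcn2 and Slc26a4 at 48 hr (adjusted p = 0.0456 and 0.0197) and Mt2 and Txnrd1 over the 3 times (adjusted p = 0.0097 and 0.0267) passed in Il10-/- mice, and none of these 6 genes did in Il10+/+ mice (lowest adjusted p, 0.0565).

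B cell markers were lower in Il10-/- than in Il10+/+ mice in air as a group over 25 arrays, with a median of -0.836, 8 of 14 lower when adjusted over the list alone and none over all genes (adjusted p = 1.99e-09 from camera, adjusted p = 0.826 with an estimated correlation; over 26 arrays 0.000443 and 0.971). Heart muscle genes were lower after O3 in Il10-/- mice (4 of 11 lower, 8 adjusted over the list alone; adjusted p = 3.53e-06 from camera, adjusted p = 0.25 with an estimated correlation), and their response differed between the genotypes by a median of -1.12 (adjusted p = 1.59e-08, and 0.298 with an estimated correlation). Over 26 arrays, 1 of them was lower after O3 and 9 were when adjusted over the list alone (adjusted p = 1.75e-07 from camera, 0.215 with an estimated correlation). Macrophage markers were higher after O3 in Il10-/- mice (5 of 21, 7 adjusted over the list alone; adjusted p = 0.000569 from camera and 0.0418 with an estimated correlation), and over 26 arrays none was past the threshold and 4 were when adjusted over the list alone (adjusted p = 0.0033, and 0.0538 with an estimated correlation).

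The arrays also hold the genes that the paper measured by RT-PCR or as protein. Mki67 was higher at 48 and 72 hr over 25 arrays, by 2.15 (adjusted p = 0.000231) and 2.35 (adjusted p = 6e-05) in Il10+/+ and 2.79 (adjusted p = 6.49e-06) and 1.86 (adjusted p = 0.000683) in Il10-/- mice. S100a14 was higher by 1.79 (adjusted p = 0.000231) and 2.02 (adjusted p = 4.06e-05) in Il10+/+ and by 1.94 (adjusted p = 5.12e-05) and 2.13 (adjusted p = 2.69e-05) in Il10-/- mice. Over 26 arrays, Mki67 passed at neither time (lowest adjusted p, 0.23), and S100a14 passed at 72 hr in Il10+/+ mice (adjusted p = 0.0205; 48 hr, adjusted p = 0.0565) and at both times in Il10-/- mice (adjusted p = 0.00718 and 0.00504). Between the genotypes over O3, Mki67 was not past the threshold over 25 or 26 arrays. Its genotype term in the methods' two-way analysis of variance had an unadjusted p of 0.00067 over 25 arrays and 0.708 over 26. The paper's RT-PCR gave higher TNF-α and iNOS mRNA after O3 in both strains, which the arrays did not show. CD86 and p65 were measured there as protein. Tnf, Nos2, Cd86 and Rela passed the threshold in no comparison of O3 with air or of genotypes, over 25 or 26 arrays. Cxcl2 was not past it at any single time and was higher over the 3 times in Il10+/+ mice over 25 arrays by 0.31 (standard error 0.079, adjusted p = 0.0306), with 0.23 (adjusted p = 0.0937) in Il10-/- mice. Nfkb1 has no probe set with 1 symbol in the annotation used.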
